# Acute depletion of METTL3 implicates *N*^6^-methyladenosine in alternative intron/exon inclusion in the nascent transcriptome

**DOI:** 10.1101/gr.271635.120

**Published:** 2021-08

**Authors:** Guifeng Wei, Mafalda Almeida, Greta Pintacuda, Heather Coker, Joseph S. Bowness, Jernej Ule, Neil Brockdorff

## Abstract

RNA *N*^6^-methyladenosine (m^6^A) modification plays important roles in multiple aspects of RNA regulation. m^6^A is installed cotranscriptionally by the METTL3/14 complex, but its direct roles in RNA processing remain unclear. Here, we investigate the presence of m^6^A in nascent RNA of mouse embryonic stem cells. We find that around 10% of m^6^A peaks are located in alternative introns/exons, often close to 5′ splice sites. m^6^A peaks significantly overlap with RBM15 RNA binding sites and the histone modification H3K36me3. Acute depletion of METTL3 disrupts inclusion of alternative introns/exons in the nascent transcriptome, particularly at 5′ splice sites that are proximal to m^6^A peaks. For terminal or variable-length exons, m^6^A peaks are generally located on or immediately downstream from a 5′ splice site that is suppressed in the presence of m^6^A and upstream of a 5′ splice site that is promoted in the presence of m^6^A. Genes with the most immediate effects on splicing include several components of the m^6^A pathway, suggesting an autoregulatory function. Collectively, our findings demonstrate crosstalk between the m^6^A machinery and the regulation of RNA splicing.

RNA is subject to diverse post-transcriptional modifications that have emerged as new layers of gene regulation (Fu et al. 2014; Yue et al. 2015; Roundtree et al. 2017a). Among these, *N*^6^-methyladenosine (m^6^A) is the most prevalent and abundant internal RNA modification on mRNA. m^6^A was initially identified in the 1970s (Desrosiers et al. 1974; Perry et al. 1975), and the enzyme that catalyzes this modification was described in the mid-1990s (Bokar et al. 1994, 1997). Accumulating evidence suggests that RNA m^6^A modifications are, in the most part, installed by the METTL3/14 core heterodimer (Liu et al. 2014), which together with accessory proteins WTAP (Ping et al. 2014), VIRMA (Schwartz et al. 2014), RBM15/15B (Patil et al. 2016), CBLL1 (Růžička et al. 2017), and ZC3H13 (Knuckles et al. 2018; Wen et al. 2018), forms the m^6^A writer complex. Structural studies have revealed that METTL3 is the only catalytic subunit, whereas METTL14 has a degenerate active site and maintains integrity of the complex and substrate RNA recognition (Śledź and Jinek 2016; Wang et al. 2016a,b). Similar to DNA and histone modifications pathways, the m^6^A pathway has specific eraser (FTO and ALKBH5) and reader proteins (YTH-domain-containing proteins, YTHDC1/2 and YTHDF1/2/3) (Zaccara et al. 2019).

Global m^6^A patterns have been profiled using m^6^A-specific antibodies coupled to high-throughput sequencing (Meyer et al. 2012; Dominissini et al. 2013; Ke et al. 2015; Linder et al. 2015). Antibody-free m^6^A profiling methods, MAZTER-seq (Garcia-Campos et al. 2019) and m^6^A-REF-seq (Zhang et al. 2019), have been developed since but are limited to a subset of the m^6^A (m^6^ACA) sites. Extensive m^6^A profiling in a variety of RNA populations from diverse species and tissues has revealed that the majority of mRNAs are m^6^A modified with preferred sites occurring in clusters, most commonly in the 3′ UTR and around the stop codon (Dominissini et al. 2012; Meyer et al. 2012). Individual m^6^A sites have the consensus sequence DRACH (Dominissini et al. 2012; Meyer et al. 2012; Linder et al. 2015). The installation of m^6^A by the writer complex occurs cotranscriptionally, and sites are found both in exons (the majority) and introns (Ke et al. 2017; Louloupi et al. 2018). An important factor for targeting m^6^A to defined sites is the RNA-binding protein RBM15/15B, a subunit of the m^6^A writer complex (Patil et al. 2016; Coker et al. 2020). Additionally, the METTL14 subunit recognizes the histone modification H3K36me3, which is enriched within gene bodies of active genes (Huang et al. 2019). Finally, some transcription factors (TFs) have been proposed to facilitate m^6^A targeting—for example, SMAD2/3 (Bertero et al. 2018) and CEBPZ (Barbieri et al. 2017)—although only for a small number of transcripts in certain conditions and/or cell types.

The m^6^A modification has important functions in mRNA metabolism, for instance, in the regulation of RNA processing (Alarcón et al. 2015b), nuclear export (Roundtree et al. 2017b), turnover (Wang et al. 2014; Ke et al. 2017; Liu et al. 2020), and translation (Wang et al. 2015; Barbieri et al. 2017). There are, however, contradictory findings, for example, in relation to alternative splicing (Alarcón et al. 2015a; Xiao et al. 2016; Ke et al. 2017), translation and turnover (Wang et al. 2015; Lasman et al. 2020; Zaccara and Jaffrey 2020; Zhang et al. 2020), and X Chromosome inactivation (Patil et al. 2016; Nesterova et al. 2019; Coker et al. 2020). Confounding factors include the difficulty in discriminating primary and secondary effects following chronic long-term knockout/knockdown of m^6^A writers/readers, cell lethality effects linked to the important role of m^6^A in essential cell functions (Barbieri et al. 2017; Xiao et al. 2018), and cell type–specific effects. In this study, we map the intronic m^6^A methylation in mouse embryonic stem cells (mESCs) and investigate the effect of acute depletion of METTL3 on nascent RNA splicing.

## Results

### Mapping m^6^A in the nascent mESC transcriptome

Chromatin-associated RNA (ChrRNA) is substantially enriched for nascent transcripts (Nesterova et al. 2019). Thus, to investigate the roles of m^6^A in nascent RNA processing in mouse embryonic stem cells, we performed MeRIP-seq from ChrRNA, referred to henceforth as ChrMeRIP-seq (Fig. 1A; Supplemental Fig. S1A; Supplemental Table S1). Sequencing of input showed that ∼70%–80% of reads are intronic (Supplemental Fig. S1B). To minimize specific antibody bias, we used two commercially available m^6^A antibodies (SySy and Abcam) to identify high-confidence m^6^A-modified RNA regions. Using maximum ORF and longest ncRNA isoforms as representative transcripts (see Methods), refined peak calling analysis (see Methods) classified 5277, 5472, and 6319 m^6^A peaks into Confidence group1 (high), Confidence group2 (medium), and Confidence group3 (low), respectively (Fig. 1B–D; Supplemental Fig. S1C,D; Supplemental Data S1). The trend of m^6^A peak intensity in the different groups accords with their confidence classifications (Fig. 1B; Supplemental Fig. S1E). The overlap between peaks from SySy and Abcam antibodies is approximately half, which is similar to the differences in peak detection surveyed between studies (Fig. 1C; McIntyre et al. 2020). Despite the large fraction of intronic reads in the input, only 6.2% of Confidence group1 (Cfg1) and 10.3% of Confidence group2 (Cfg2) peaks are from intronic regions (Fig. 1D; Supplemental Fig. S2A), as defined by the position of the single-nucleotide peak summit (see Methods). This is slightly higher than previously reported for MeRIP-seq or m^6^A-CLIP studies using only messenger RNA from mESCs (Supplemental Fig. S2B; Batista et al. 2014; Geula et al. 2015; Ke et al. 2017) and is in line with ChrMeRIP-seq from HeLa cells (Ke et al. 2017). The majority of intronic m^6^A modification occurs in protein-coding genes rather than noncoding RNAs (Fig. 1D; Supplemental Fig. S2A,B).

**Figure 1.**
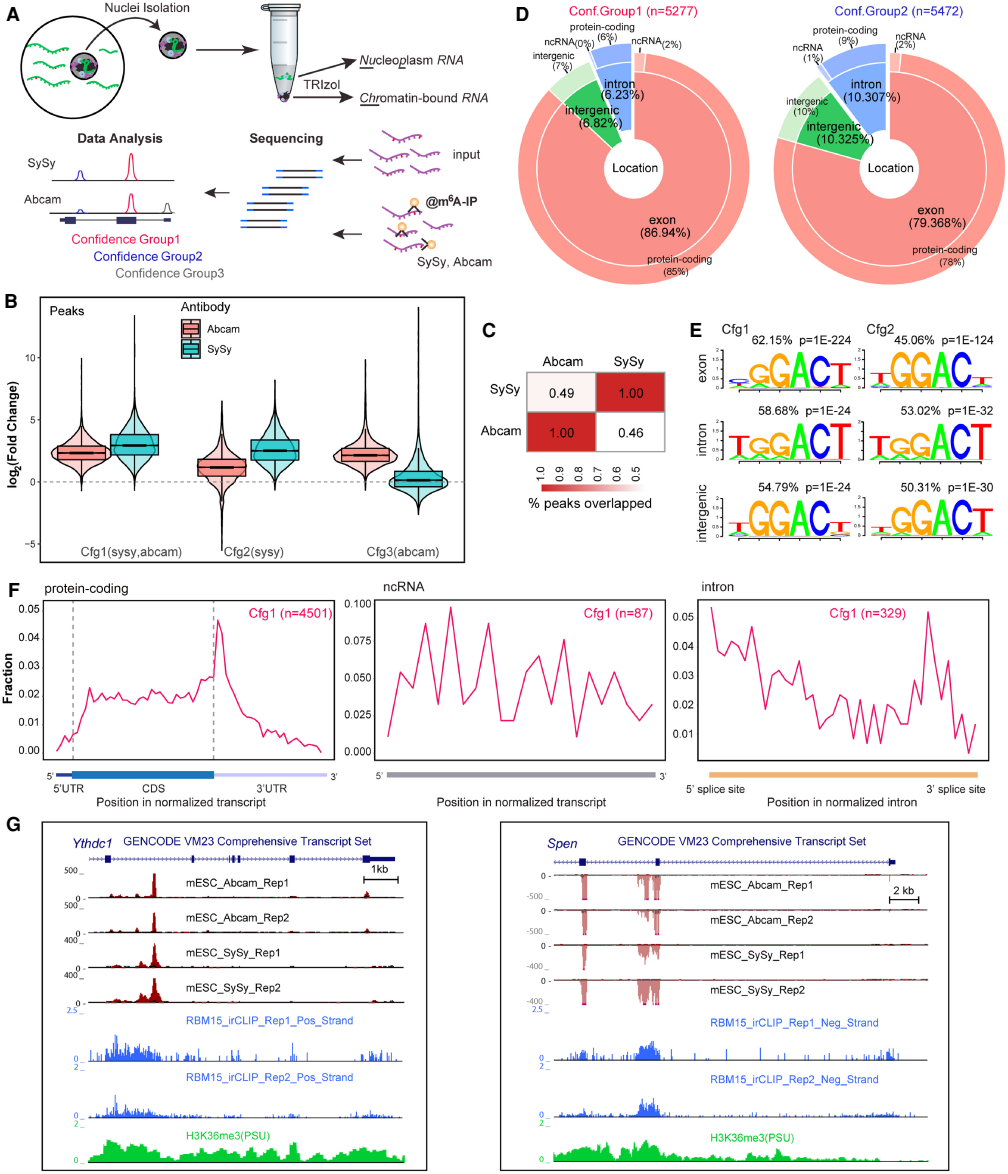
ChrMeRIP-seq reveals that 6%–10% of m^6^A peaks are located in introns. (*A*) Schematic illustrating the experimental and computational workflow for ChrMeRIP-seq. Chromatin-associated RNAs enriched for introns were used for MeRIP with two commercially available m^6^A antibodies (SySy and Abcam). Three confidence groups of m^6^A sites were identified. (*B*) Box plots showing the m^6^A intensity distributions for Confidence group (Cfg) 1, 2, and 3. Pink and cyan represent m^6^A intensity from Abcam and SySy antibodies, respectively. (*C*) Heat map showing the peak overlap between two antibodies. (*D*) Pie chart output from RNAmpp analysis showing the distribution of m^6^A peaks for Cfg1 (*left*) and Cfg2 (*right*) group. Peak numbers are indicated *above*. The MaxORF and longestNcRNA isoform was chosen for each gene. (*E*) Most representative motifs called for each subgroup (exonic, intronic, and intergenic) in Cfg1 and Cfg2 groups. Peak numbers are indicated. (*F*) RNAmpp analysis of m^6^A peaks distributions in transcriptome for Cfg1 group. *Left* plot is for aggregated protein-coding gene, *middle* for noncoding RNA, and *right* for normalized intron. (*G*) UCSC Genome Browser screenshots showing example genes (*left*, *Ythdc1* intron11; *right*, *Spen* intron2) harboring intronic m^6^A methylation. From *top* to *bottom*, tracks denote gene annotation, ChrMeRIP-seq (Abcam 2 replicates, SySy 2 replicates), RBM15 irCLIP-seq (two replicates), and H3K36me3 ChIP-seq. The red and black in ChrMeRIP-seq indicate the IP and input, respectively.

We developed an RNA metaprofile plot (RNAmpp) to describe the distribution of m^6^A in the nascent transcriptome (see Methods). m^6^A peaks from both confidence groups 1 and 2 are enriched around stop-codon regions or at the beginning of the 3′ UTR in mRNAs. For all m^6^A peak genomic categories, the canonical DRACH m^6^A motif (GGACU) is the most highly represented motif (Fig. 1E,F; Supplemental Fig. S2C,D). The few m^6^A peaks which map to lncRNAs are not close to the 3′-end regions but are distributed randomly across the transcripts, as exemplified by *Xist*, *Norad*, and *Malat1* lncRNA genes (Supplemental Fig. S2E; Patil et al. 2016; Coker et al. 2019). We found several clear examples of intronic m^6^A peaks located close to 5′ splice sites, such as the two intronic m^6^A peaks from *Ythdc1* intron 11 and *Spen* intron 2 (Fig. 1G).

Given that the pattern of exonic m^6^A has been extensively characterized (Dominissini et al. 2012; Meyer et al. 2012), we sought to specifically investigate the deposition pattern and characteristics of intronic m^6^A modification. To reduce bias, we compared the GC content, conservation level, and relative position of intronic m^6^A peaks to their size-matched control regions derived from random regions within the same intron (see Methods). This analysis shows that intronic m^6^A methylations are more common in regions which have high GC content, are evolutionarily conserved, and are in proximity to 5′ splice sites (Fig. 2A–D; Supplemental Fig. S3A–C). When compared to randomly chosen introns from the same genes as control, longer introns are preferentially methylated (Supplemental Fig. S3D).

**Figure 2.**
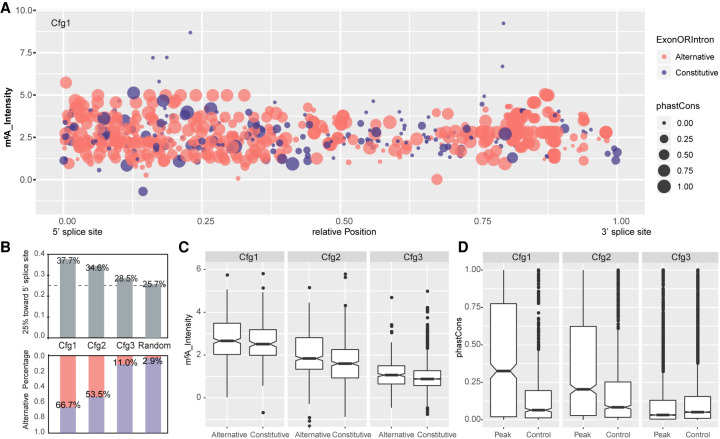
Patterns of intronic m^6^A modification. (*A*) Dot plots show the relative position, m^6^A intensity, conservation, and location in alternative or constitutive introns for all intronic m^6^A methylation in Cfg1. Here, 0 and 1 in the *x*-axis represent the 5′ and 3′ splice sites, respectively. The *y*-axis denotes m^6^A intensity calculated as an average of all replicates. Dot area indicates the phastCons conversation score. Red and blue denote location in alternative and constitutive introns, respectively. (*B*) Bar plots (*top*) showing the fraction of m^6^A peaks located in the first quarter (close to the 5′ splice site) of introns for Cfg1, Cfg2, and Cfg3 classes, as well as random simulated peak summits. Bar plots (*bottom*) showing the fraction of m^6^A peaks located in alternative exon/introns for all the groups. The percentages for each bar are labeled. (*C*) Box plots showing intensity of intronic m^6^A peaks located in alternative and constitutive introns for all classes. (*D*) Box plot of phastCons scores for all classes of m^6^A peaks located in intron regions annotated from the MaxORF_LongestNcRNA isoforms, compared with controls matched for size and intron-of-origin.

Most exonic methylations are enriched around stop-codon regions, as previously noted (Dominissini et al. 2012; Meyer et al. 2012), but intronic methylation sites are fairly evenly distributed relative to host transcripts (Supplemental Fig. S3E). Therefore, we queried in particular whether intronic methylated regions are located close to alternative exons or introns using the comprehensive GENCODE annotation set (vM24). Indeed, we found that higher confidence groups of m^6^A-methylation were more likely to reside in alternative intron/exon regions (see Methods) than low-confidence groups or random genomic regions (Fig. 2A,B). This indicated a potential role of the METTL3 complex and its methylation sites in the regulation of alternative splicing.

### Intronic m^6^A modifications correlate with RBM15 binding and H3K36me3

The RNA-binding protein RBM15 plays an important role in targeting m^6^A to defined sites in mRNA (Patil et al. 2016). We went on to examine if this pathway is linked to the intronic m^6^A sites that we observe in nascent RNA. To map binding sites for RBM15 in mESCs, we performed infrared cross-linking immunoprecipitation followed by sequencing (irCLIP-seq) (Zarnegar et al. 2016), making use of an mESC line in which both *emGFP-Rbm15* and *Xist* RNA are induced by treatment with doxycycline (Supplemental Fig. S4A; Coker et al. 2020). RBM15 interacts with the *Xist* A-repeat region and contributes to the deposition of m^6^A methylation at sites immediately downstream (Supplemental Fig. S4B; Patil et al. 2016; Coker et al. 2020) and thus provides a useful positive control.

Cross-linking induced truncation sites (CITSs or RT stops) are the main signature occurring in irCLIP-seq data sets. Use of the RNAmpp analysis shows where these CITSs reside across normalized transcripts, with two main peaks at the start of the transcript and near the stop-codon region (Fig. 3A,B), in agreement with the RBM15/15B binding profile in human cells (Patil et al. 2016). Examination of RBM15 binding across introns shows a preference for the 5′ splice site, consistent with the profile of intronic m^6^A (Fig. 3B; Supplemental Fig. S4C). Motif analysis of CITSs revealed an RBM15 binding consensus comprising three or four consecutive U bases, both for exonic and intronic sites (Fig. 3C; Supplemental Fig. S4D). This is also the case for cross-linking-induced mutations (CIMS) (Fig. 3C). We found that RBM15 binding is centered at m^6^A peak summits for all exonic, intronic, and intergenic regions and generally correlates with peak confidence (Fig. 3D; Supplemental Fig. S5A,B).

**Figure 3.**
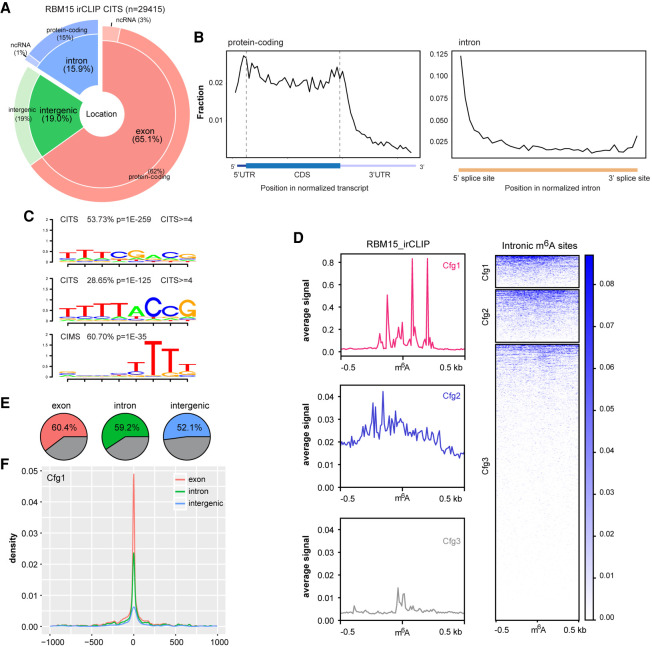
Intronic m^6^A methylation correlates with RBM15 binding and H3K36me3. (*A*) Pie chart shows the distribution of RBM15 binding sites, calculated from irCLIP cross-linking induced truncation sites (CITS ≥3). (*B*) The RNA-binding profiles of RBM15 in the transcriptome, calculated for aggregated gene models for protein-coding genes (*left*) and introns (*right*). (*C*) RNA-binding motifs occurring at RBM15 CITS and CIMS. (*D*) The RBM15 binding (CITS) metaprofile and heat map for intronic m^6^A peaks of three different confidence groups (red, blue, and gray for Cfg1, Cfg2, and Cfg3, respectively). The color key is shown on the *right*; 0.5-kb strand-specific flanking regions on each side of m^6^A peak summits are included for the plot. (*E*) Pie charts illustrating the fraction of Cfg1 m^6^A peaks with strong RBM15 CITS (≥3) within 1-kb flanking regions. Exonic, intronic, and intergenic m^6^A peaks are shown from *left* to *right*. (*F*) The RBM15 binding sites distribution (CITS≥3) centered on m^6^A peaks. Red, green, and blue lines represent exonic, intronic, and intergenic m^6^A peaks from Cfg1, respectively.

We further split each m^6^A confidence group by strong or weak RBM15 binding, based on whether strong RBM15 binding sites (CITS ≥3 in two replicates) intersected the m^6^A peak. Overall, approximately half of the sites in all subgroupings except Cfg3 were assigned as strong RBM15 binding (Fig. 3E,F; Supplemental Fig. S5C–F). RBM15 binding was centered on m^6^A peaks in all of the confidence groups (Fig. 3F; Supplemental Fig. S5D,F). In addition to RBM15, the histone modification H3K36me3 has been proposed to play a role in directing m^6^A to defined sites in mRNA, mediating interaction with the METTL14 subunit of the core m^6^A complex (Huang et al. 2019). Consistently, we observed that high-confidence exonic and intronic m^6^A peaks correlate with higher H3K36me3 density (Supplemental Fig. S6A,B). Furthermore, m^6^A peaks with strong RBM15 binding also reside within high H3K36me3 regions for both exonic and intronic sites (Supplemental Fig. S6C–E). Taken together, our observations indicate that intronic m^6^A sites show equivalent correlations with both RBM15 binding and H3K36me3 density to those seen for exonic sites, suggesting that similar targeting mechanisms function in both contexts.

### Rapid depletion of METTL3 using the dTAG system

Functional analysis of the METTL3/14 m^6^A writer complex using gene knockout/knockdown has provided conflicting results in terms of the importance of m^6^A in regulating splicing. A confounding factor is that m^6^A has roles in mRNA stability and translation (Fu et al. 2014), and it is challenging to discriminate primary and secondary effects resulting from chronic or incomplete loss of function. To address this, we developed an acute METTL3 knockout model using the dTAG degron system (Nabet et al. 2018). *FKBP12*^*F36V*^ was fused in-frame into the C-terminus of *Mettl3* in female mESCs with doxycycline-inducible *Xist* using CRISPR-Cas9–mediated knock-in (Fig. 4A). In two independent clones (C3 and H5), the expression level and subcellular localization of METTL3_FKBP12^F36V^ were very similar to those of endogenous METTL3. We also confirmed that the *FKBP12*^*F36V*^ insertion does not interrupt the protein level of the neighboring *Tox4* gene, whose 3′ UTR locus overlaps with the last two coding exons of *Mettl3* in an antisense manner (Fig. 4A,C). Following treatment with dTAG-13, METTL3_FKBP12^F36V^ protein levels were rapidly depleted, within 30 min (Fig. 4B). We also observed a strong reduction in levels of METTL14, which forms a stable heterodimer with METTL3, suggesting heterodimer formation is important for METTL14 protein stability (Fig. 4B,C; Supplemental Fig. S7A).

**Figure 4.**
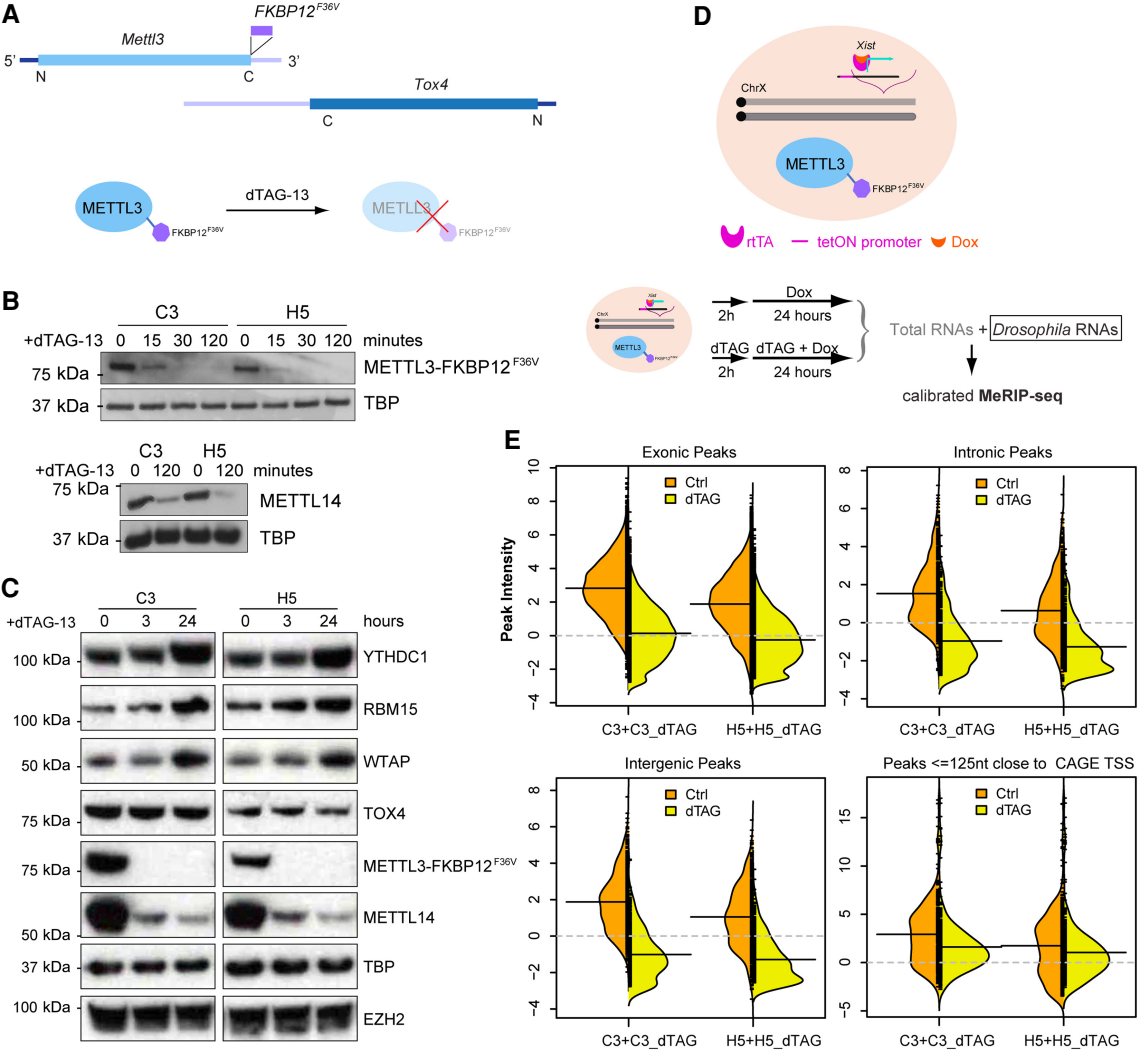
Acute depletion of METTL3 by dTAG system. (*A*) Schematic illustrates the *FKBP12*^*F36V*^ insertion into the stop codon of the *Mettl3* gene, which overlaps with *Tox4* in an antisense manner. dTAG-13 molecules engage FKBP12^F36V^ to trigger degradation of the fusion protein. (*B*) Western blots show degradation of METTL3_FKBP12^F36V^ in a dTAG time-course treatment experiment (15, 30, 120 min) in two independent clones C3 and H5 (*top*). *Lower* panel shows METTL14 protein levels in C3 and H5 clones upon 120-min dTAG-13 treatment. TBP acts as a loading control. (*C*) Western blots show the protein levels for YTHDC1, RBM15, WTAP, TOX4, together with METTL3_FKBP12^F36V^ and METTL14 in C3 and H5 clones upon 3- or 24-h dTAG-13 treatment. TBP and EZH2, encoded by another non-m^6^A-modified RNA, serve as loading controls. (*D*) Schematic showing *FKBP12*^*F36V*^ inserted into the *Mettl3* locus of hybrid XX mESCs expressing doxycycline-inducible *Xist*, and the calibrated MeRIP-seq workflow with *Drosophila* RNAs as a spike-in (*bottom*). *Xist* was induced after 2-h dTAG-13 treatment. (*E*) Bean plots of the calibrated m^6^A intensity distributions for peaks classified as exonic, intronic, intergenic from SySy antibody, as well as peaks within 125 nt of CAGE TSS. *Left* and *right* bean plots show clones C3 and H5, respectively. Orange and yellow back-to-back plots represent Ctrl and dTAG, respectively. The black solid lines denote the mean of each distribution, and gray dashed lines represent the threshold of nonenrichment.

We next sought to examine global dependence of m^6^A on the METTL3 complex by performing calibrated MeRIP-seq (Zeng et al. 2018) after 26 h dTAG-13 treatment (Supplemental Table S2). *Xist* RNA, a useful indicator for m^6^A deposition (Ke et al. 2015; Linder et al. 2015; Patil et al. 2016; Nesterova et al. 2019; Coker et al. 2020), was induced after 2 h dTAG-13 treatment (Fig. 4D). For untreated cells, m^6^A peaks were found at previously annotated sites including *Xist* RNA (Nesterova et al. 2019), indicating that METTL3_FKBP12^F36V^ retains functionality for m^6^A modification deposition (Supplemental Fig. S7B,C). Following dTAG-13 treatment, most *Xist* m^6^A peaks were undetectable, including the characteristic sites downstream from the *Xist* E-repeat (Supplemental Fig. S7B,C). Moreover, the majority of exonic, intronic, and intergenic m^6^A peaks became indistinguishable in intensity from input (Fig. 4E; Supplemental Fig. S7C,D). The only exceptions were peaks that are close to transcript start sites (TSSs), including in *Xist* RNA, which likely represent m^6^Am modification installed by PCIF1 (Akichika et al. 2019) rather than METTL3/14 (Fig. 4E; Supplemental Fig. S7B–D). Collectively, these results demonstrate that the dTAG system enables rapid depletion of METTL3 and m^6^A in mRNA.

### Acute depletion of METTL3 reveals a role for m^6^A in alternative splicing

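Newly made RNA was sequenced from mouse embryonic stem cells in which endogenous METTL3, the catalytic subunit of the m6A writer complex, carries an FKBP12 tag that the small molecule dTAG-13 directs to degradation. The cells are a female line from a cross of *castaneus* and 129S mice, grown on feeder cells, and 2 tagged clones, C3 and H5, were used. Each clone gave 3 untreated libraries and 3 libraries treated with dTAG-13 for 3 h, so that 6 control and 6 dTAG-13 libraries were compared. After the treatment, RNA was labelled with the uridine analog 4-thiouridine (4sU) for 30 min in both arms, and the labelled RNA was made into stranded libraries without poly(A) selection. The authors aligned the reads to mm10 with STAR 2.5.2b, kept reads with a single place in the genome, and grouped introns that share a splice site into clusters with LeafCutter, which counts split reads and needs no annotation. LeafCutter compared both arms as groups, so the deposited values are 1 p-value per cluster and 1 fitted percent spliced in (PSI) per intron and arm. PSI is the share of a cluster's split reads that use the intron, and deltaPSI is PSI after dTAG-13 minus PSI in control cells. The read depth of each library and the spread between libraries are not given in these values, so no SD over replicates is printed, and whether the replicates were separate cultures is not stated in the sources used here, so the p-values measure the spread between these libraries.

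The deposited tables list 8706 clusters, of which 7263 were tested, with 20437 introns. The tested clusters cover 4273 named genes, and 89 have no gene name. The introns were placed on GRCm38, the same build as mm10, where 20422 of them begin and end with a known splice motif and 74.7% are annotated in GENCODE vM21. Each cluster was set against 959 intronic m6A peaks, the authors' Confidence groups 1 (363 peaks) and 2 (596 peaks) from ChrMeRIP-seq, which profiles m6A in chromatin-associated RNA. Those peaks came from another embryonic stem cell line. The lists of exonic peaks and of intronic peaks of Confidence group 3 were held here only in part and were not used, so every share below refers to intronic peaks alone. *Mettl3* itself gave 2 tested clusters, and neither had a p-value of 0.05 or less in the authors' deposited table.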

We went on to examine the effect of METTL3 depletion on splicing by analyzing the newly synthesized transcriptome using 4sU-seq after dTAG-13 treatment for 3 h, followed by a short 4sU incorporation (30 min) (Fig. 5A). This enabled us to explore transcriptional or cotranscriptional changes upon depletion of METTL3 while limiting indirect effects from m^6^A-mediated RNA destabilization (Wang et al. 2014; Liu et al. 2020). We validated that mRNA destabilization effects were minimal by performing differential gene expression analysis. Only a few differentially regulated genes were found (Supplemental Fig. S8; Supplemental Data S2), compared with thousands observed after long-term *Mettl3* knockout/knockdown (Batista et al. 2014; Geula et al. 2015; Yue et al. 2015; Ke et al. 2017). We then employed LeafCutter to perform intron-centric annotation-free differential splicing analysis (Li et al. 2018). The splicing events were sorted into four groups by graded significance, with Set1 as the most splicing changed group (Supplemental Data S3). 

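Splicing after 3 h of dTAG-13 changed most clearly in *Tor1aip2*, which encodes a membrane protein that activates torsin ATPases. It was followed by *Rps7*, a ribosomal protein gene, *Fbxl5*, the F-box protein of a ubiquitin ligase that senses iron, *Hnrnpl*, a splicing regulator, and *Wtap* and *Ythdc1*, a subunit of the m6A writer complex and the nuclear m6A reader. The largest deltaPSI of any intron in Set1 was in *Rbpj*, the DNA-binding effector of Notch signalling, where the intron from 53555904 to 53627382 on chromosome 5 has a PSI of 0.804 in control cells and 0.295 after dTAG-13 in the authors' deposited table. For *Wdr20*, encoding a cofactor of deubiquitinases, the authors' deposited table gives a PSI of 0.374 and then 0.850 for the intron from 110779479 to 110803404 on chromosome 12. In *Nudt5*, a nucleotide hydrolase gene, skipping of a 9 nt exon has a PSI of 0.527 and then 0.126 in the authors' deposited table.

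The 7263 tested clusters fall into 51 clusters of Set1 (adjusted p under 0.05), 64 of Set2 (adjusted p under 0.2), 382 of Set3 (p of 0.05 or less) and 6766 of Set4. The median over clusters of the largest absolute deltaPSI was 0.174 in Set1, 0.0961 in Set2, 0.0626 in Set3 and 0.0197 in Set4. Together 497 clusters have a p of 0.05 or less, where 363.15 would be expected by chance (95% range 327 to 400). Among genes for hnRNP proteins, a family of splicing regulators listed before the data were examined, 5 of 67 tested clusters are in Set1 to Set3. Adjusted over the list alone, 3 pass, those of *Hnrnpl*, *Hnrnpll* and *Hnrnpk*. The paper's figures show values of *Hnrnpl* and *Hnrnpll*, so their place in this list is not independent evidence. Of 36 clusters in genes for SR proteins, 3 are in Set3 and none in Set1 or Set2. Of 104 clusters in genes of the core spliceosome, 5 are in Set3, among them *Prpf8* and *Prpf3*. The share of all tested clusters in Set1 to Set3 is 6.84%, and the hnRNP list (Fisher's exact test, p = 0.806), the SR list (p = 0.735) and the spliceosome list (p = 0.556) did not pass a test against the other clusters. The adjusted p-values that define the sets are LeafCutter's, from the authors' deposited table.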

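An intronic m6A peak lies within 500 bp of 13 of the 51 Set1 clusters. These include *Tor1aip2*, *Wtap* and *Ythdc1*, the splicing regulator genes *Hnrnpl* and *Hnrnpll*, *Gcnt2*, which encodes a glycosyltransferase, *Utp14a*, a ribosome biogenesis gene, and *Nrf1*, which encodes a transcription factor. *Rps7*, *Fbxl5*, *Rbpj*, *Hcfc1* and *Prr14l*, which are among the 10 clusters with the lowest p in the authors' deposited table, have no intronic peak within this distance. *Spen* and *Pcf11*, which encode an RRM and SPOC-domain protein and a transcription termination factor, are among the 5 of 64 Set2 clusters near an intronic peak.

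The share near an intronic peak is 25.5% in Set1 (95% Wilson interval 15.5% to 38.9%), 7.81% in Set2 (3.38% to 17.0%), 5.24% in Set3 (3.41% to 7.95%) and 2.13% in Set4 (1.81% to 2.5%). Against Set4, the odds ratio is 15.7 for Set1 (95% interval 7.51 to 30.9, two-sided Fisher's exact test, p = 7.0e-11). The same exact test gives 3.90 for Set2 (1.20 to 9.82, p = 0.0125) and 2.54 for Set3 (1.49 to 4.13, p = 5.5e-04), and all 3 comparisons pass Benjamini-Hochberg adjustment over these comparisons. Across all 7263 clusters, set number and the presence of a peak have a Spearman rho of -0.0916 (permutation p = 1e-05, the smallest that 100000 permutations can give). Clusters are not independent replicates, and the intervals cover counting error only.

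**Figure D1:**
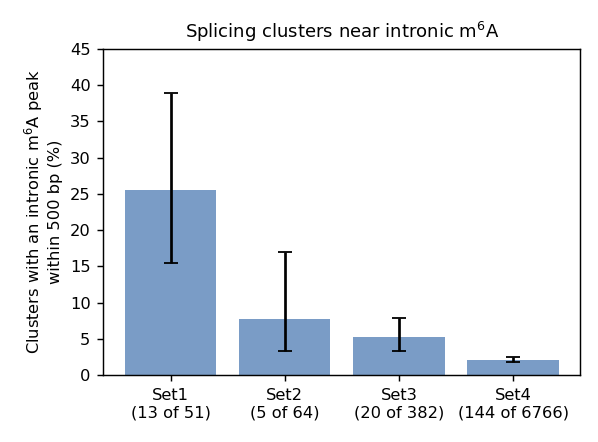
Bars show the percent of clusters in each set with an intronic m6A peak within 500 bp, and error bars the 95% Wilson interval. The share is 25.5% in Set1 and 2.13% in Set4.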

The higher the significance cutoff, the higher was the proportion of differential splicing events that include or neighbor m^6^A peaks, with 72.5% in Set1 with the most significant threshold, and only 19% in Set4 with the lowest threshold (Fig. 5B). Consistent with this, the m^6^A peak intensities and peak numbers overlapping Set1 splicing clusters were significantly higher than the remaining groups (Fig. 5C). These analyses of the early response in the nascent transcriptome imply that the METTL3 complex affects the inclusion of specific splicing elements, potentially by depositing m^6^A modifications at nearby splice sites.

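Intronic m6A peaks are more numerous at the clusters of Set1, which are those with the lowest p. *Zfp451*, which encodes a SUMO ligase, has 5 intronic peaks at its Set1 cluster, and *Ythdc1*, *Hnrnpl*, *Gcnt2* and *Utp14a* have 4 each. *Tor1aip2*, *Hnrnpll* and *Nrf1* have 2, and *Wtap* has 1. *Zfp451* was named after its values were seen. Of the 13 Set1 clusters near an intronic peak, 9 have more than 1. The sets are graded by p and not by the size of the change. Of the 15 Set1 clusters with the largest absolute deltaPSI, 1, that of *Nrf1*, is near an intronic peak, against 12 of the other 36 (Fisher's exact test, p = 0.0764, chosen after the data were seen).

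The mean number of intronic peaks within 500 bp is 0.647 per cluster in Set1, 0.203 in Set2, 0.105 in Set3 and 0.0306 in Set4. Each of the first sets exceeds Set4 in a two-sided permutation test of the mean (adjusted p over 3 comparisons = 3.0e-05 for Set1, 0.00285 for Set2 and 1.9e-04 for Set3). Among clusters with at least 1 peak, the mean is 2.54 peaks in Set1 and 1.44 in Set4 (two-sided permutation test, p = 0.00439). Counting only peaks within 500 bp of a splice site of the cluster, 11 of 51 Set1 clusters (21.6%) and 95 of 6766 Set4 clusters (1.40%) have one, an odds ratio of 19.3 (Fisher's exact test, p = 2.2e-10). The paper draws on the share of clusters with m6A and on the intensity and number of peaks in the graded sets. From these it proposes that the METTL3 complex alters which splicing elements are included, potentially through m6A deposited at nearby splice sites. Peak intensity was not compared here.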

**Figure 5.**
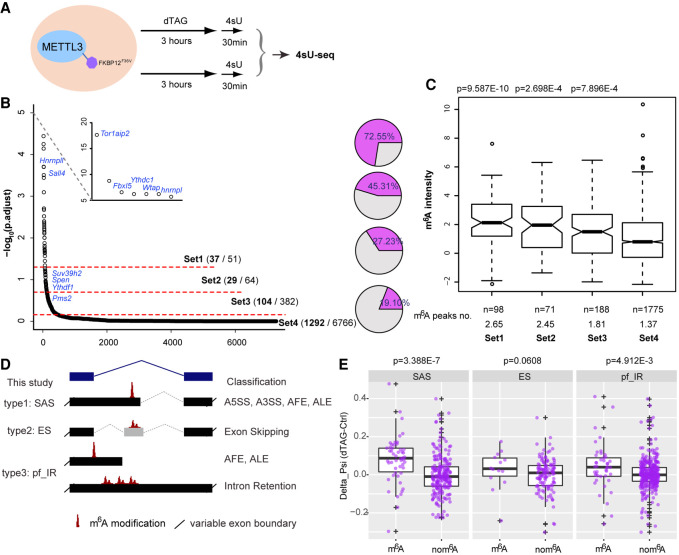
Rapid depletion of METTL3 causes m^6^A-targeted alternative splicing. (*A*) Schematic of 4sU-seq experimental design. (*B*) The output from intron-centric software LeafCutter ranks splicing clusters that change upon dTAG-13 treatment. Splicing clusters are ordered on the *x*-axis according to their significance, which is plotted on the *y*-axis (−log_10_[p.adjust]). Three different cutoffs were set to produce four groups graded by splicing significance. Selected genes are labeled. Pie charts (*right*) show the fraction of splicing cluster having or neighboring m^6^A modification. (*C*) Box plots showing the m^6^A intensity distribution calculated from ChrMeRIP-seq. m^6^A peaks from high to low significance groups are ordered from *left* to *right*. *P*-values *above* boxes were calculated by a two-sided *t*-test for each group with respect to the non-splicing-change group (far *right*). The total peak number and average peak intensity for each splicing cluster are shown *below*. (*D*) Schematic showing types of splicing classified, with nomenclature used in this study (*left*) and canonical splicing classification (*right*). (*E*) Box plots comparing the deltaPSI for each group (SAS, ES, and pf_IR). Splicing clusters with m^6^A modification located at the alternative intron/exon (*left*) are compared to splicing clusters from same group without m^6^A modification (*right*) as a batch-matched control. *P*-values shown *above* are calculated by a one-sided Wilcoxon test. Positive deltaPSI indicates increased inclusion upon depletion of METTL3.

We next focused on characterizing alternative splicing defects caused by METTL3 depletion using the aforementioned Set1-3 clusters. We grouped the intron-centric alternative splicing clusters from the LeafCutter output into three types: (I) Splice Alternative Site (SAS); (II) Exon Skipping (ES); and (III) partial or full Intron Retention (pf_IR) (Fig. 5D and Methods). To avoid batch effects, significant splicing changes occurring at sites without m^6^A modification from the same sample and the same splicing type were chosen as matched controls (Fig. 5B,E). To compare results for types I–III, we used the splicing changes (deltaPSI) upon dTAG-13 treatment for the splicing form which has longer introns and skips the alternative splicing element as reference (Fig. 5D and Methods). This is because pf_IR (type III) does not contain other splicing events within the reference splicing form. The deltaPSI of the reference splicing forms are always reciprocal to changes of the alternative splicing forms that bear m^6^A modifications (Fig. 5D,E). This analysis shows that, for all the described splicing types, the reference splicing forms are increased compared to their controls following dTAG-13 treatment, most significantly for SAS and pf_IR types (Fig. 5E).

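Over Set1 to Set3, the longest intron of SAS clusters had a higher deltaPSI with an intronic m6A peak in the alternative part than without one. It was positive in 15 of the 20 clusters with such a peak, against 126 of 258 without one. *Ythdc1*, *Spen*, *Gcnt2*, *Pcf11* and *Nrf1* are among the 15. *Srsf5*, which encodes an SR protein, is among the 5 with a negative value, at -0.00672 in the authors' deposited table. The median deltaPSI is 0.101 with a peak (quartiles 0.0242 and 0.148) and -0.00263 without one (-0.0570 and 0.0671), which differ in a one-sided permutation test of ranks (p = 8.0e-04, and 0.00151 two-sided). A longer alternative part has more room for a peak, and the groups were not matched for its length, so whether length contributes was not tested. The size of the difference of medians, 0.104 here, depends on the clusters taken, and it is 0.0603 in Set1 and Set2 (permutation p = 0.0285) and 0.00109 over all tested SAS clusters, 62 of them with a peak (permutation p = 0.00938). In Set1 alone, compared after the data were seen, the medians are 0.144 for the 5 clusters with a peak and 0.131 for the 19 without one, and no difference passed the test (two-sided permutation p = 0.731).

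For exon skipping, no difference passed the test. The 4 ES clusters with an intronic peak in the alternative part have a median deltaPSI of the skipping form of -0.00417, and the 131 without one 0.0130 (one-sided permutation test, p = 0.568). Their members lie on both sides, among them *Hnrnpl* with a skipping deltaPSI of -0.242, *Utp14a* with 0.0299 and *Mrpl15*, named after its values were seen, with 0.125 in the authors' deposited table. In *Utp14a* and *Mrpl15* the part between the inclusion junctions is an unannotated span of 5768 nt and 3554 nt, and both inclusion junctions of *Utp14a* move apart (-0.0585 and 0.0286 in the authors' deposited table). For pf_IR, 11 junctions with a peak have a median of 0.0155 and 399 without one a median of 0.00146 (one-sided permutation test, p = 0.152). The junctions with a peak range from *Tor1aip2* at 0.247 and *Wtap* at 0.119 to *Hnrnpll* at -0.257 in the authors' deposited table, where another junction of that *Hnrnpll* cluster has 0.106. The 11 junctions come from 8 clusters and are not independent. The pf_IR difference of medians is 0.0141, and under settings chosen after the data were seen it is 0.0387 with 1 value per cluster (one-sided permutation test, p = 0.214), 0.109 with Set1 and Set2 alone (p = 0.0281) and -0.00791 with exons of protein-coding transcripts only (p = 0.410).

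The 497 clusters of Set1 to Set3 hold 278 SAS and 135 ES clusters and 84 of more involved forms, and 410 pf_IR junctions lie in 155 of them. Within Set1, the longest intron rose in 20 of 24 SAS clusters (exact binomial test, p = 0.00154), in 5 of 5 with an intronic peak and in 15 of 19 without one (p = 0.0192). Exonic m6A was not counted, so clusters without an intronic peak can still carry m6A.

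**Figure D2:**
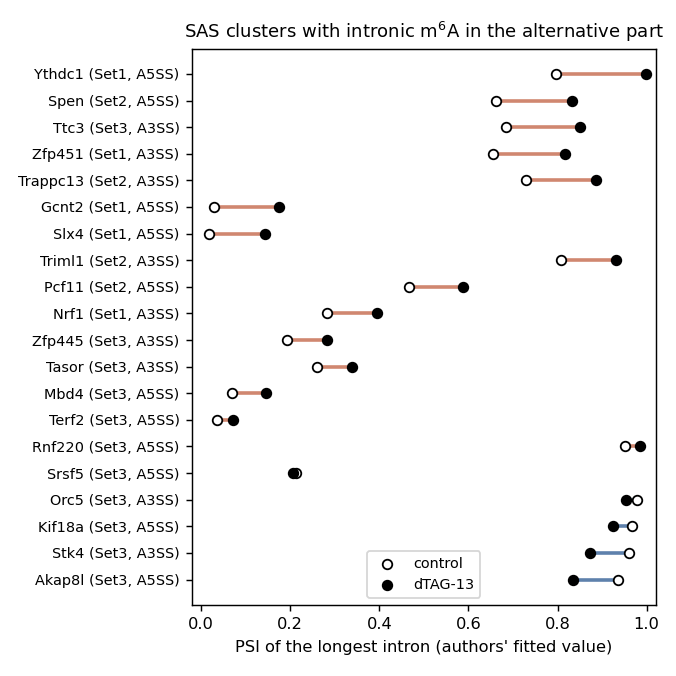
Each line joins the PSI of the longest intron in control cells (open circle) and after dTAG-13 (filled circle), as fitted by the authors, for the 20 SAS clusters with an intronic m6A peak in the alternative part, labelled by gene, set and kind of alternative splice site. The line runs to a higher PSI in 15 clusters and to a lower one in 5.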

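Among the 20 SAS clusters of Set1 to Set3 with intronic m6A in the alternative part, 11 use alternative 5′ splice sites and 9 alternative 3′ splice sites. The genes with alternative 5′ splice sites include *Ythdc1*, *Spen*, *Gcnt2*, *Pcf11* and *Srsf5*, and *Nrf1* has alternative 3′ splice sites. The share with alternative 5′ splice sites is 55%, and it is 53.1% (137 of 258) in SAS clusters without an intronic peak, a difference that does not pass the test (odds ratio 1.08, Fisher's exact test, p = 1).

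Of clusters without intronic m6A, *Hcfc1*, *Kdm3a* and *Avl9* use alternative 5′ splice sites, and *Wdr20*, *Ccdc88c* and *Fbxo3* alternative 3′ splice sites. *Hcfc1* encodes a transcriptional coregulator on the X chromosome, and its intron from 73949066 to 73949197 has a PSI of 1 in control cells and 0.882 after dTAG-13 in the authors' deposited table, where the remainder goes to a 1287 nt intron that GENCODE vM21 does not hold. In *Avl9*, the intron from 56736977 to 56741368 on chromosome 6 has a PSI of 0.976 and then 0.679, and the longer one from 56736663 takes the remainder, in the authors' deposited table.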

When transcriptional direction was considered in the m^6^A-linked splicing events, we found that two-thirds (33 out of 50) of SAS events have alternative 5′ splice sites and three-quarters (33 out of 43) of pf_IR events overlap with 5′ splice sites, which agrees with the nascent m^6^A pattern that intronic m^6^A modifications are generally in proximity to 5′ splice sites. 

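The upstream 5′ splice site has a positive deltaPSI in 8 of the 11 alternative 5′ splice site clusters with intronic m6A, those of *Ythdc1*, *Gcnt2* and *Slx4* in Set1, *Pcf11* and *Spen* in Set2, and *Mbd4*, *Rnf220* and *Terf2* in Set3. Only the 3 in Set1 have an adjusted p under 0.05 in the authors' deposited table. *Slx4*, *Mbd4* and *Terf2* act in DNA repair and at telomeres, and they and *Rnf220* are given here as members of the whole group. The deltaPSI of the upstream site in the authors' deposited table runs from 0.203 in *Ythdc1* through 0.144 in *Gcnt2* and 0.120 in *Pcf11* to 0.0345 in *Rnf220*. In *Gcnt2* the peaks of the cluster lie next to another 5′ splice site, at 40918802, and far from the upstream site at 40888050. The count of 8 of 11 does not pass an exact binomial test (p = 0.227), and it is 75 of 137 without an intronic peak (Fisher's exact test between both, p = 0.348). With peaks of Confidence group 1 alone it is 8 of 8 (exact binomial test, p = 0.00781). The longest intron also has a positive deltaPSI in 7 of 9 alternative 3′ splice site clusters with intronic m6A (exact binomial test, p = 0.180).

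Over all 51 Set1 clusters, the longest intron rose in 33 (exact binomial test, p = 0.0489), in 20 of 24 SAS clusters, 6 of 13 ES clusters and 7 of 14 of other forms (exact binomial test, p = 0.00154, 1 and 1). By m6A, it rose in 9 of the 13 near an intronic peak and 24 of the 38 others (Fisher's exact test, p = 0.750). The pf_IR junctions with intronic m6A lie in 8 clusters, and the mean of a cluster's deltaPSI values in the authors' deposited table is positive in 5 of them (exact binomial test, p = 0.727), those of *Tor1aip2*, *Mrpl15*, *Hnrnpl*, *Wtap* and *G3bp1*, and negative in those of *Terf2*, *Hnrnpll* and *8030462N17Rik*, which are given as the whole group. These values belong to junctions that overlap an exon, which are not always the longest intron. In *Hnrnpl* that junction has a deltaPSI of 0.114, while the longest intron has -0.242 in the authors' deposited table.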

Although both SAS and pf_IR events are associated with alternative intron/exon inclusion, in general we found that, for SAS events, splicing of downstream 5′ splice sites (d5′SS) is enhanced and splicing of upstream 5′ splice sites (u5′SS) is repressed in the presence of METTL3 in A5SS cases (25 out of 33), whereas in pf_IR events, inclusion of the intron-derived alternative last exon (ALE) is enhanced in the presence of METTL3 (24 out of 33) (Fig. 6A).

**Figure 6.**
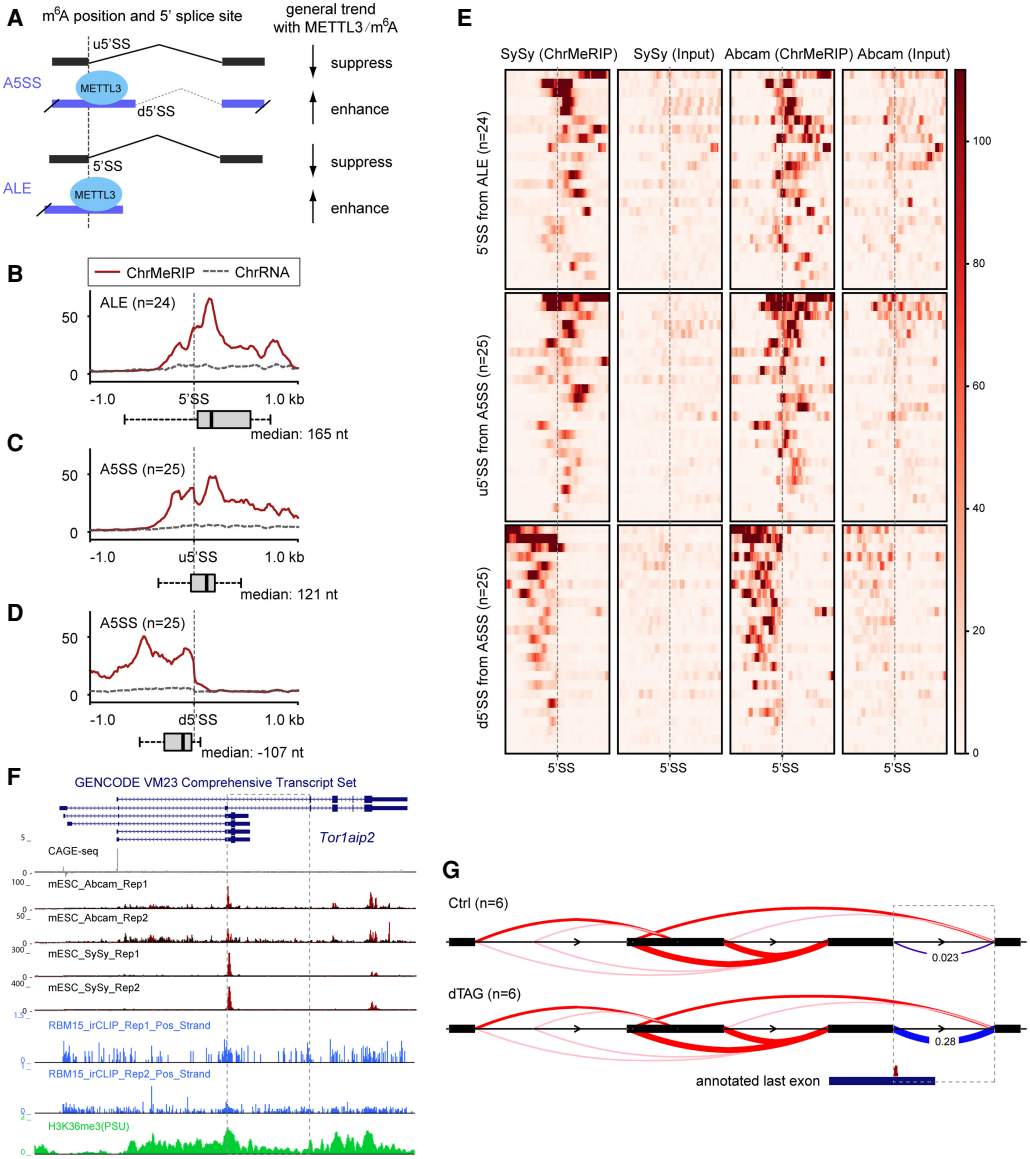
METTL3/m^6^A-mediated alternative intron/exon inclusion. (*A*) Schematic showing the general splicing output for splicing type A5SS and ALE with m^6^A modification. (*B*–*D*) Aggregate m^6^A signals over the 5′ splice sties (±1 kb) for ALE (*n* = 24) (*B*) and upstream (*C*) or downstream (*D*) 5′ splice site for A5SS (*n* = 25). Red solid and dashed gray lines indicate the ChrMeRIP and ChrRNA input samples, respectively. Box plots denote the distance distribution between the 5′SS and the closest m^6^A peak summit. ChrMeRIP and input samples are from SySy. *y*-axis shows normalized intensity. (*E*) Heat map showing (ChrMeRIP and Input of SySy and Abcam) signal intensity for each 5′ splice site as well as strand-specific flanking 1-kb region from splicing changed A5SS and ALE from *B*–*D*. Gray dashed lines indicate 5′ splice sites for each type. (*F*) Genome Browser tracks for *Tor1aip2* gene. From *top* to *bottom*, they denote CAGE-seq, ChrMeRIP-seq (Abcam, two replicates; SySy, two replicates), RBM15 irCLIP-seq (two replicates), and H3K36me3 ChIP-seq. The dashed box depicts the most significantly changed splicing cluster in this study. (*G*) Sashimi plot of the *Tor1aip2* splicing cluster. The dashed box is the same as *F* with deltaPSI calculated from LeafCutter. The annotated last exon containing m^6^A modification at the splicing site is shown *below*.

With these observations in mind, we sought to determine if m^6^A position could account for the aforementioned splicing outputs (Fig. 6A). For this analysis, we have assumed that m^6^A affects nearby splice sites in *cis*. The distance between 5′ splice sites and the corresponding closest m^6^A peak summit was calculated accordingly. For both the 5′SSs in ALE and the u5′SSs in A5SS that are suppressed in the presence of METTL3, we found that m^6^A peaks are either overlapped with or located downstream from the 5′ splice sites (Fig. 6B,C,E; Supplemental Fig. S9A). In contrast, m^6^A peaks are located upstream of the enhanced d5′SSs in A5SS (Fig. 6D,E; Supplemental Fig. S9A). 

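In the 8 alternative 5′ splice site clusters whose upstream site has a positive deltaPSI, the closest intronic m6A summit lies a median of 186.5 nt downstream from the upstream site, and at a median of -169.5 nt, on the upstream side, from the downstream site. In *Spen*, the upstream site (TGGGTAAGT, intron from 141522071 on the minus strand of chromosome 4) has a summit 117 nt downstream, and the downstream site (AAGGTTGGT, from 141520858) has one at -150 nt. In *Ythdc1*, the upstream site (AAGGTTAGA, intron from 86828122 on chromosome 5) has a summit 194 nt downstream, and the downstream site (GCGGTATGT, from 86829480) one at 60 nt, past the site. In *Pcf11* the values are 176 nt and -109 nt, in *Slx4* 217 nt and -189 nt, and in *Rnf220* 374 nt and -289 nt. In clusters with more than 2 introns, *Gcnt2* and *Terf2*, the most upstream and the most downstream site were taken. *Gcnt2* has 4 sites, at 40888050, 40888286, 40918802 and 40946822, and the intron from the first of them is not annotated in GENCODE vM21. Its closest summits are at -672 nt, outside the cluster, and -28089 nt. The 4 intronic peaks of the *Gcnt2* cluster lie between 40917796 and 40918795, next to the site at 40918802 and far from that at 40888050. The intron from 40918802 has a deltaPSI of 0.0611 and that from 40888286 one of -0.197 in the authors' deposited table. Over the 6 clusters with 2 introns, a setting chosen after the data were seen, the medians are 186.5 nt and -129.5 nt.

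The summit is downstream of the upstream site in 7 of 8 clusters (exact sign test, p = 0.0703) and upstream of the downstream site in 6 of 8 (p = 0.289). With summits of Confidence group 1 alone the median at the upstream site is 205.5 nt (exact sign test, p = 0.00781). These clusters were chosen for an intronic peak between the sites, so a summit between them follows largely from that choice. The sign tests are therefore not independent evidence for it.

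**Figure D3:**
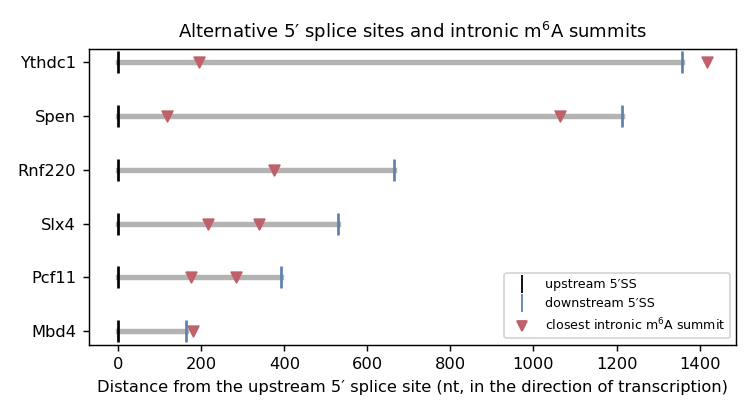
The horizontal axis gives the distance in nt from the upstream 5′ splice site in the direction of transcription, with ticks for the upstream (black) and downstream (blue) site and triangles for the intronic m6A summit closest to each. The 6 clusters whose sites are at most 2000 nt apart are drawn, and in *Ythdc1* and *Mbd4* the summit closest to the downstream site lies past it.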

A similar pattern was also seen for RBM15 binding (Supplemental Fig. S9B). This indicates that METTL3-mediated m^6^A deposition directly decreases the capacity of spliceosomes to recognize the 5′SS in ALE and the u5′SS in A5SS, which leads to inclusion of ALE or use of the d5′SS, respectively. We next sought to explore the relationship between m^6^A density and effect size of alternative splicing changes (deltaPSI) and found that m^6^A intensity at alternative 5′ splice sites (A5SS) correlates with the observed splicing changes (Supplemental Fig. S9C,D). Moreover, the splicing changes of these m^6^A-bearing alternative 5′-splicing events observed in dTAG METTL3 phenocopy those seen in *Ythdc1* conditional knockout (Supplemental Fig. S10; Liu et al. 2020). Together, these findings suggest positioning of m^6^A in introns relative to the 5′ splice sites may provide a basis for specifying alternative splicing outcomes.

We went on to compare our findings with those from stable *Mettl3* knockout mESCs (data sets from Ke et al. 2017 and Geula et al. 2015). Applying a similar pipeline, we found that only 25%–34% of the splicing clusters include or neighbor our annotated m^6^A peaks, and this percentage decreases alongside the m^6^A peak number per splicing cluster from Set1 to Set4 (Supplemental Fig. S11A–F). Furthermore, the nascent splicing changes upon acute depletion of METTL3 barely overlapped with the splicing changes observed in the mature transcriptome from constitutive *Mettl3* knockout (Supplemental Fig. S11G; Geula et al. 2015; Ke et al. 2017), indicating that secondary effects on splicing are dominant in stable *Mettl3* knockout mESCs. We did, however, find evidence that *Mettl3* knockout has a small effect on m^6^A-containing cassette exon skipping, as reported (Supplemental Fig. S11E,F; Xiao et al. 2016). This predominance of secondary effects is not surprising given that *Mettl3* knockout affects a variety of RNA processing steps such as nuclear export (Roundtree et al. 2017b) and RNA decay (Wang et al. 2014; Ke et al. 2017; Liu et al. 2020).

Intron3 of the *Tor1aip2* gene is the most strongly affected differentially spliced gene in our acute METTL3 depletion experiment (Fig. 5B) and also ranks among the top four in two previous *Mettl3* knockout studies (Supplemental Fig. S11A,C; Geula et al. 2015; Ke et al. 2017). m^6^A modification renders the short isoform dominant under normal conditions, whereas the longer isoform (alternative last exon) becomes extensively induced, with loss of m^6^A significantly increasing the splicing at this junction (Fig. 6F,G; Supplemental Fig. S12). 

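The intron that gained most in *Tor1aip2* runs from 156051624 to 156059410 on the plus strand of chromosome 1 (mm10), is 7787 nt long and is annotated in GENCODE vM21 as intron 3. Its PSI is 0.0241 in control cells and 0.271 after dTAG-13 in the authors' deposited table, with an adjusted p of 3.7e-18 for its cluster. The cluster ranks 1 of 7263 by p, and it has 10 introns from 156035921 to 156059410. Of the other 9 introns, 7 lost share in the authors' deposited table, among them that from 156041135 to 156051293 with a PSI of 0.306 and then 0.189, and that from 156041003 to 156041074 with 0.251 and then 0.155. The 2 others gained in the authors' deposited table, that from 156035921 to 156051293 with a PSI of 0.0113 and then 0.0229, and that from 156036092 to 156051293 with 0.00512 and then 0.0125. A share also falls when another intron takes more of the cluster's reads, so the 7 losses need not mean less splicing of those introns.

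The 5′ splice site of the intron that gained reads CTAGTAAGT, with the last exonic base at 156051623. A peak of Confidence group 1 from 156051535 to 156051784 spans this site, with its summit at 156051659, and a peak of Confidence group 2 follows from 156051826 to 156051984. Of 13 tested clusters in 7 genes of the nuclear envelope and torsins, listed before the data were examined, that of *Tor1aip2* is the only 1 in Set1 to Set3. The paper's figures show the values of *Tor1aip2*, so this list is not independent evidence.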

Similar results reported to occur with conditional knockout of the nuclear m^6^A reader *Ythdc1* in mESC (Liu et al. 2020) further demonstrate the role of m^6^A as opposed to other functions of the METTL3/14 complex in regulating splicing (Supplemental Fig. S12B). We next queried the relationship between this intron splicing and m^6^A levels. In a previous study, we observed that knockout of different subunits of the m^6^A writer complex (*Mettl3*, *Wtap*, and *Rbm15*) results in different residual m^6^A levels (Nesterova et al. 2019). Note that previously described *Mettl3* knockouts do not entirely deplete m^6^A, likely because the mutant alleles are hypomorphic and/or there are other m^6^A methyltransferases such as METTL16. By exploring ChrRNA-seq generated from the aforementioned knockouts, we found that the occurrence of intron splicing correlates with residual m^6^A levels (Supplemental Fig. S12C,D). In summary, these results indicate that m^6^A can function to mediate inclusion of m^6^A-containing alternative introns/exons in the context of the nascent transcriptome.

### Auto-regulation of the m^6^A machinery by alternative splicing

Among thousands of m^6^A targets in mESCs, we found that all of the m^6^A cytosolic reader genes *Ythdf1/2/3* are site-specifically modified by m^6^A in their internal long CDS-coding exons (Supplemental Fig. S13A–C). *Ythdc1* encoding the nuclear m^6^A reader YTH-containing protein is heavily methylated by m^6^A across exon11 and intron11 regions (Fig. 1G). Transcripts from genes encoding accessory proteins of the core m^6^A heterodimer writer complex including *Wtap*, *Virma, Cbll1*, and *Rbm15/15B* are extensively methylated, as well as two m^6^A erasers (*Fto* and *Alkbh5*) (Fig. 7A; Supplemental Fig. S13D–F). Additionally, *Spen*, encoding an RRM and SPOC-domain-containing protein in the same family as RBM15 that has been implicated in m^6^A regulation (Dossin et al. 2020), is also heavily m^6^A-methylated across exonic and intronic regions (Fig. 1G; Supplemental Fig. S14A,B). Together, these results suggest the existence of feedback loops for regulating cellular mRNA m^6^A metabolism. Of the aforementioned examples, *Wtap*, *Ythdc1*, *Ythdf1*, and *Spen* all show m^6^A-dependent regulation of alternative splicing as an early response to m^6^A loss. 

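Of these genes, *Wtap* and *Ythdc1* are in Set1 and *Spen* and *Ythdf1* in Set2. By p, their clusters rank 5, 6, 92 and 109 of 7263. LeafCutter's adjusted p in the authors' deposited table is 1.0e-06 for *Wtap* and for *Ythdc1*, 0.156 for *Spen* and 0.194 for *Ythdf1*. When adjusted over their own lists of genes alone, all 4 have a p under 0.05, but those lists hold genes whose values the paper's figures show and are not independent evidence.

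In *Ythdf1*, a cytosolic m6A reader gene, the exon from 180910687 to 180912207 on the minus strand of chromosome 2 is 1521 nt long, and the intron that skips it has a PSI of 0.00653 in control cells and 0.0291 after dTAG-13 in the authors' deposited table. No intronic peak lies within 500 bp of this cluster, but exonic peaks were not counted. The paper reports m6A in the long internal coding exon of *Ythdf1*. Among 9 writer complex genes, *Spen* included, 11 clusters in 6 genes were tested and 2 are in Set1 to Set3, those of *Wtap* and *Spen* (Fisher's exact test, p = 0.171). Among 13 reader and eraser genes, 21 clusters in 9 genes were tested and 5 are in Set1 to Set3, where *Igf2bp1* and *Hnrnpc*, both encoding proteins reported to read m6A, join *Ythdf1* and 2 clusters of *Ythdc1* (Fisher's exact test, p = 0.0120, and 0.122 after Benjamini-Hochberg adjustment over 14 lists).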

The splicing changes occurring at these gene loci are of different types: *Ythdc1* intron11 and *Spen* intron2 are SAS (alternative 5′ splice site) and *Wtap* intron6 is pf_IR (alternative last exon) (Fig. 7B,C; Supplemental Fig. S15), whereas the *Ythdf1* cassette exon is ES (exon skipping) (Fig. 7D). Splicing of *Ythdc1* intron11 and *Wtap* intron6 are also significantly changed and rank as top hits in both stable *Mettl3* knockout data sets (Supplemental Fig. S11A,C; Geula et al. 2015; Ke et al. 2017).

**Figure 7.**
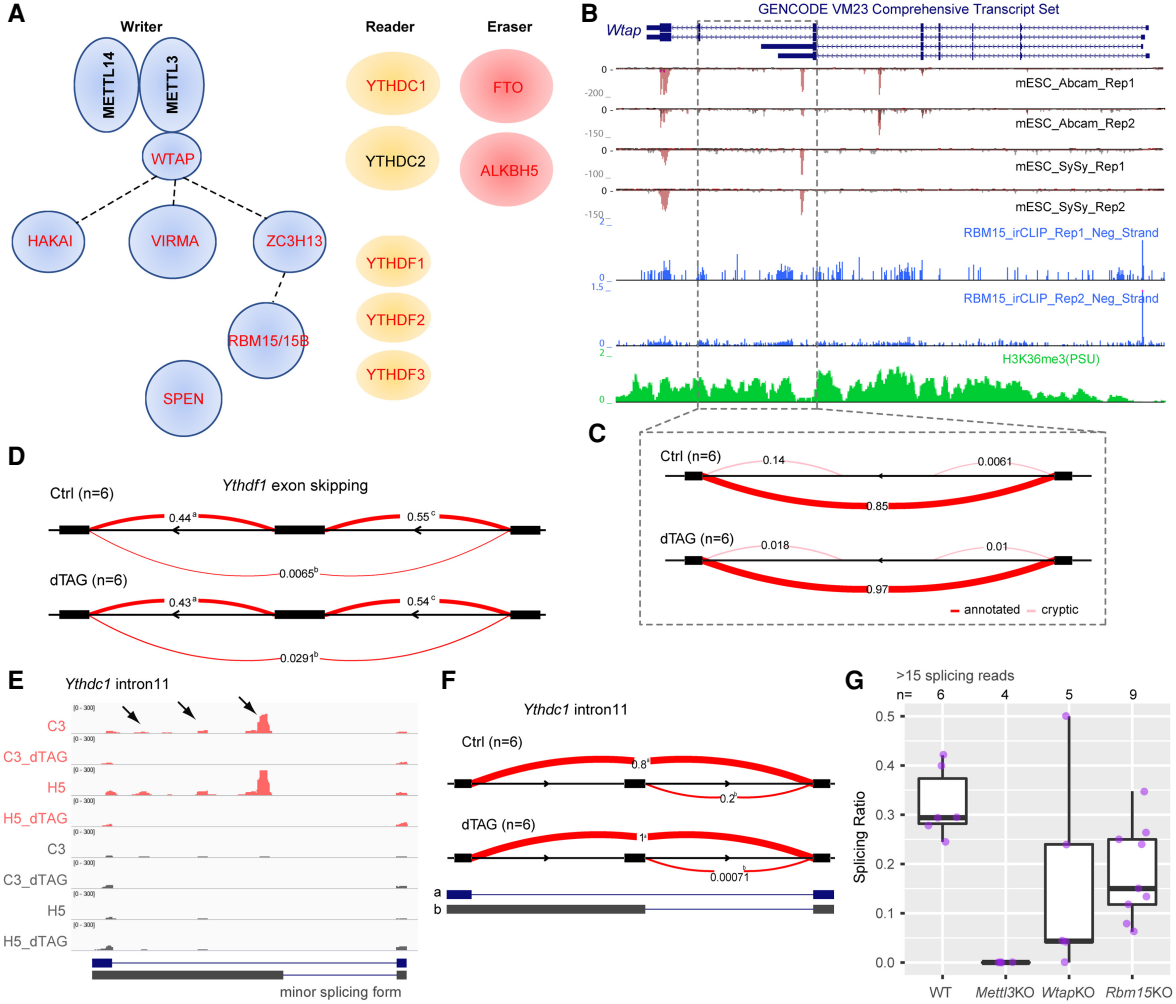
Splicing changes contribute to m^6^A self-regulation as an early consequence of acute m^6^A loss. (*A*) Schematic of m^6^A writer, reader, and eraser complexes. Genes containing m^6^A modification are indicated by red text. Dashed lines in the writer complex indicate biochemically uncharacterized interactions. (*B*,*C*) Genome Browser tracks (*B*) and Sashimi plot showing the detalPSI (*C*) for *Wtap*. Like the *Tor1aip2* gene shown in Figure 6, the splicing is of type “pf_IR.” (*D*) Sashimi plot showing the deltaPSI calculated from LeafCutter for *Ythdf1* gene, ES type. (*E*) IGV tracks showing MeRIP-seq signal (*top* four tracks) and input signal (*bottom* four tracks) for *Ythdc1* intron11. Arrowheads indicate m^6^A peaks located in the alternative intron/exon part. Annotated splicing forms are shown *below*. (*F*) Sashimi plot showing changes for *Ythdc1* intron11, which is of type “SAS.” (*G*) Box plots showing the splicing choice score for the minor splicing form of *Ythdc1* intron11 from ChrRNA-seq data sets in which components of the m^6^A writer complex are perturbed (Nesterova et al. 2019). Samples were included only if more than 15 reads span the junction at *Ythdc1* intron11.

For these examples, a splicing choice score was calculated for the minor splicing forms (alternative 5′ splice site) (see Methods). The splicing choice score for the *Ythdc1* intron11 minor splicing junction is approximately 20%–30% in wild-type cells, whereas it drops to nearly 0 in both acute and stable *Mettl3* knockout cells (Fig. 7E–G). This suggests that m^6^A modifications determine the inclusion of this minor splicing form. This is unlikely to be the consequence of RNA destabilization by m^6^A modification, which would result in the minor splicing form being overrepresented. 

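The minor form of *Ythdc1* nearly disappeared from the newly made RNA. Its intron, from 86829480 to 86830553 on the plus strand of chromosome 5 (mm10), is annotated as intron 11 of a shorter transcript and has a PSI of 20.4% in control cells and 0.0656% after dTAG-13 in the authors' deposited table. The major form, intron 11 of the main transcript from 86828122 to 86830553, has a PSI of 79.6% and then 99.9% in the authors' deposited table. The 2 introns share their 3′ splice site, and the cluster holds no other intron.

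Between both 5′ splice sites lie 3 intronic m6A peaks of Confidence group 1, with summits at 86828316, 86829028 and 86829360. A peak of Confidence group 2 from 86829451 to 86829637 spans the minor 5′ splice site, with its summit at 86829540. Another *Ythdc1* cluster, from 86804592 to 86815628, is in Set3 with a largest absolute deltaPSI of 0.0618 in the authors' deposited table, and it has no intronic peak within 500 bp.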

When we explored ChrRNA-seq data sets generated from different knockouts of the m^6^A writer complex in mESCs (Nesterova et al. 2019), we observed that representation of the minor splicing forms is significantly reduced (Fig. 7F) and that the splicing effects correlate with the residual m^6^A levels caused by different knockouts (Fig. 7G). As it is the major splicing form of *Ythdc1* that produces the main protein-coding isoform, loss of m^6^A modification at intron11 (and thus the alternatively spliced short isoform) contributed to more efficient *Ythdc1* transcript production. Accordingly, the *Ythdc1* transcript (Supplemental Fig. S8A) and protein levels (Fig. 4C) are higher in the acute METTL3 knockout mESCs. 

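In *Spen*, the annotated intron 2 from 141517319 to 141522071 on the minus strand of chromosome 4 has a PSI of 66.3% in control cells and 83.3% after dTAG-13 in the authors' deposited table. The shorter intron from 141517319 to 141520858, which starts at a downstream 5′ splice site, has a PSI of 33.7% and then 16.7% in the authors' deposited table. Between these 5′ splice sites lie 5 intronic m6A peaks of Confidence group 1, from 141520884 to 141522052.

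In *Wtap*, intron 6 from 12969560 to 12975295 on the minus strand of chromosome 17 has a PSI of 85.2% and then 97.1% in the authors' deposited table. The intron from 12969560 to 12973709, which starts at an unannotated 5′ splice site inside intron 6, has a PSI of 14.1% and then 1.77% in the authors' deposited table. The other intron of the cluster, from 12973912 to 12975295, is at 0.636% and then 1.09% in the authors' deposited table. A peak of Confidence group 1 from 12974699 to 12974825 lies inside intron 6, closer to its 5′ splice site than to that of the shorter intron.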

Similar results were also obtained for *Spen* intron2 (Supplemental Fig. S14C) and *Wtap* intron6 (Figs. 4C, 7C; Supplemental Fig. S15). Taken together, splicing changes occurring as the immediate consequence of loss of m^6^A contribute to m^6^A self-regulation.

## Discussion

Our analysis reveals that, in mESCs, ∼6%–10% of high-confidence m^6^A regions are located in introns, in broad agreement with a prior analysis of nascent RNA from HeLa cells (Ke et al. 2017). We observe preferential location of intronic m^6^A close to 5′ splice sites. Both intronic and exonic m^6^A regions show dependence on the METTL3/14 writer complex, as determined by acute depletion of METTL3 using the dTAG system. Our data further indicate that intronic m^6^A modifications are deposited through the same mechanisms as those reported to function in exons, RBM15 binding and H3K36me3-modified chromatin (Patil et al. 2016; Huang et al. 2019). Of note, we observed preferential RBM15 binding both around the stop codon/3′ UTR and at the start of transcripts, with only the former correlating with the distribution of m^6^A. Similar binding profiles were observed in a prior study analyzing human RBM15/15B protein (Patil et al. 2016). The basis for preferred binding near the start of transcripts is currently unknown but may be linked to interaction of the RBM15 SPOC domain with the H3K4me3 methyltransferase SET1B that localizes to gene promoters (Lee and Skalnik 2012; Coker et al. 2020). Accordingly, RBM15 binding close to the start of transcripts, which does not correlate with m^6^A levels, may have a distinct function.

A role for intronic m^6^A in regulation of splicing has been proposed previously in relation to female-specific *Sxl* splicing and sex determination in *Drosophila* (Haussmann et al. 2016; Lence et al. 2016). Consistent with this idea, we observe preferential association of intronic m^6^A with alternatively spliced regions and, moreover, following acute depletion of METTL3, widespread perturbation of splicing events in nascent RNA. Thus, we find that RNA m^6^A modifications are located in alternative introns/exons, including alternative 5′-splicing, alternative 3′-splicing, alternative last exons, and exon skipping isoforms, and that they correlate with inclusion of this alternative part as “exon” in the nascent transcriptome. Our observations support that high-confidence m^6^A methylation in constitutive introns is rare, as reported previously (Ke et al. 2017). Based on the assumption that m^6^A affects splice site usage in *cis*, we further found that the location of m^6^A peaks relative to the 5′SS correlates with the splicing output. This study suggests that m^6^A when deposited in proximity may repress 5′ splice sites for both A5SS and ALE and thereby promotes the alternative site located downstream, that is, d5′SS in A5SS or poly(A) site in ALE. Although we provide several lines of evidence in support of this conclusion, direct causation of splicing by splice-site proximal m^6^A in *cis* warrants further investigation.

Our analysis extends previous models that either only covered exon skipping (Xiao et al. 2016) or focused on intron retention (Fish et al. 2019). Although we observed some overlap with splicing changes seen in prior studies—for example, in the *Tor1aip2* gene (Fig. 5)—our analysis detected many more instances of m^6^A-mediated differential splicing. The fact that our observations followed acute depletion of METTL3 suggests that the changes are directly linked to METTL3 function rather than secondary long-term effects from perturbing the m^6^A system. A likely explanation for the relatively high number of aberrant splicing events that we detected is that we analyzed splicing patterns in nascent RNA rather than processed mRNA. It follows that the affected introns/exons are underrepresented in processed mRNA samples, either because they are highly unstable or because they escape export and are retained in the nuclear chromatin fraction. Consistent with the former possibility, recent work has shown that m^6^A marks RNA transcribed from specific repeat sequence elements for degradation by the nuclear exosome (Liu et al. 2020).

We find evidence that genes encoding several subunits of m^6^A writer and reader complexes have m^6^A-dependent splicing. Moreover, we observed that protein levels of some of these factors, such as YTHDC1 and WTAP, increase following acute depletion of METTL3, indicating that feedback mechanisms have evolved to regulate m^6^A-dependent functions. In these cases, the m^6^A-bearing alternative exon parts are “poisonous” and do not produce the full-length functional protein. This auto-regulation via unproductive splicing is reminiscent of that seen in the SR family of splicing regulators (Lareau et al. 2007). We infer that the m^6^A-dependent splice form suppresses levels of the major protein-coding splice variants, either as a result of altering ratios of translationally productive and nonproductive mRNA or by a function for the nonproductive transcript in transcription/translation in *cis* or in *trans*. It will be interesting in the future to further investigate this idea and to determine if other m^6^A-dependent splicing events play a role in regulating and/or fine-tuning different biological pathways. The use of acute METTL3 depletion, in allowing discrimination of direct and indirect deficits, will be an important tool for any such studies. Of note, our finding that acute depletion of METTL3 leads to degradation of METTL14, to which it is stably bound, but not of other accessory proteins such as WTAP and RBM15 provides support to the suggestion that METTL3/14 form a stable subcomplex distinct from the accessory proteins (Bokar et al. 1997; Knuckles et al. 2018).

In summary, we have defined the pattern of intronic m^6^A modification in the mESC nascent transcriptome and shown that intronic m^6^A mediates inclusion of alternative intron/exons, highlighting a potentially important level of gene regulation for the evolution and fine-tuning of biological pathways.

## Methods

### Cell lines

E14 mESCs were used for ChrMeRIP-seq. Hybrid (Cast/129S) XX mESCs containing inducible *Xist* on the Cast allele (Nesterova et al. 2019) were used to knock-in *FKBP12*^*F36V*^ into the *Mettl3* locus. The emGFP-PreScission-RBM15 cell line was derived from mouse XY 3E ESCs, containing rtTA integrated into the *Rosa26* locus and a random integration of the Dox-inducible *Xist* transgene into Chr 17 (Tang et al. 2010; Coker et al. 2020). In these cells, the puromycin resistance cassette at the *Rosa26* locus was replaced with hygromycin resistance (Moindrot et al. 2015). Then, cells were transfected and screened for stable integration of the pTRE-emGFP-PreScission-RBM15 plasmid. Cells treated with 1 μg/mL Dox for 24 h simultaneously induce *Xist* RNA and emGFP-PreScission-RBM15 protein expression. Primers and antibodies used to generate cell lines are listed in Supplemental Tables S3 and S4.

### ChrMeRIP-seq and calibrated MeRIP-seq

MeRIP-seq was based on the method by Dominissini et al. (2013) with minor modifications. Briefly, total RNA or ChrRNA was isolated from preplated mESCs according to the procedure above. RNA was fragmented by incubation for 6 min at 94°C in thin-walled PCR tubes with fragmentation buffer (100 mM Tris-HCl, 100 mM ZnCl_2_). Fragmentation was quenched using stop buffer (200 mM EDTA, pH 8.0) and incubation on ice, before ensuring the correct size (∼100 bp) using RNA Bioanalyzer. Total RNA isolated from *Drosophila* SG4 cells was also fragmented in parallel. For ChrMeRIP (conventional MeRIP-seq on chromatin-associated RNA), ∼50 μg ChrRNA was used. For calibrated MeRIP-seq using total RNA isolated from dTAG13-treated and untreated control cells (C3 and H5, depicted in Fig. 4), 300 μg of fragmented (∼100 nt) RNA, supplemented with 30 μg fragmented *Drosophila* total RNA, was mixed in m^6^A IP buffer. RNAs were incubated with 10 μg anti-m^6^A antibody (Synaptic Systems, 202 003; or Abcam #ab151230), RNasin (Promega), 2 mM VRC, 50 mM Tris, 750 mM NaCl, and 5% IGEPAL CA-630 in DNA/RNA low-bind tubes for 2 h before m^6^A-containing RNA was isolated using 200 μL Protein A magnetic beads per IP (preblocked with BSA). After this 2-h incubation, extensive washing (1× IP buffer [10 mM Tris-HCl, pH 7.4, 150 mM NaCl, 0.1% NP-40], 2× LowSalt buffer [50 mM Tris-HCl, pH 7.4, 50 mM NaCl, 1 mM EDTA, 1% NP-40, 0.1% SDS], 2× HighSalt buffer [50 mM Tris-HCl, pH 7.4, 1 M NaCl, 1 mM EDTA, 1% NP-40, 0.1% SDS], 1× IP buffer) was performed to remove the unspecific binding. To elute RNA from the beads, 6.7 mM m^6^A (Sigma-Aldrich) was used. Input and eluate samples were EtOH-coprecipitated with Glycoblue, quantified, and pooled as libraries generated using TruSeq Stranded total RNA LT Sample Prep (Abcam ChrMeRIP-seq experiment) or NEBNext Ultra II Directional RNA Library Prep (SySy ChrMeRIP-seq) according to the manufacturer's instructions but skipping the fragmentation step. Seventy-five-base pair single-end reads were obtained using Illumina NextSeq 500.

### RNA m^6^A modification peak calling and confidence group classification

We performed peak calling on duplicate m^6^A IP and input alignment BAM files with the MACS2 (v2.1.1) tool (Zhang et al. 2008). SySy and Abcam ChrMeRIP-seq data were analyzed separately. Nascent transcriptome size was calculated from the UCSC Genome Browser and used as genome size. The key parameters were (*-q 0.05 ‐‐nomodel ‐‐extsize 100 ‐‐call-summits*) in addition to the genome size (*gsize*) 2.4E8 for ChrMeRIP and 1.05E8 for standard MeRIP-seq (Dominissini et al. 2013). The strand-specific bigWig files were generated from RNA-seq by BEDTools (Quinlan and Hall 2010), and peak strands were determined by calculating the strand-specific fold change log_2_(IP/Input) using the UCSC utility *bigWigAverageOverBed*. Direction-ambiguous peaks were removed from the analysis. The borders of m^6^A peaks were further refined according to the “summits” output from MACS2. Given that RNAs were fragmented to a size slightly longer than 100 nt for MeRIP-seq, we shrunk the peak size by only keeping the 125 nt on each side of the summit if the called m^6^A peak was larger than 250 nt. Broad peaks were separated into individual subpeaks if multiple summits were called by MACS2. If summits were separated by less than 250 nt, the boundary between peaks was set at the middle site between summits. The custom scripts used for these refinements are included as Supplemental Code. This analysis resulted in 10,749 and 11,726 peaks for SySy and Abcam antibody, respectively. We further defined the high-confidence m^6^A set (ConfGroup1, *n* = 5277) as peaks called from both antibodies, the medium-confidence m^6^A set (ConfGroup2, *n* = 5472) as peaks detected by the SySy antibody and also having signal from the Abcam antibody but below the cutoff to be called peaks by MACS2 (Zhang et al. 2008), and the low-confidence m^6^A set (ConfGroup3, *n* = 6319) as peaks detected only by the Abcam antibody and almost no signal from the SySy antibody. Motifs for each group were searched and analyzed by the HOMER program (Heinz et al. 2010).

### RNA m^6^A peak intensity analysis

MeRIP-seq reads were split into positive and negative strands (Li et al. 2009), and bigWig files were generated accordingly. Ten million mapped reads per library were used to perform normalization in ChrMeRIP and conventional MeRIP-seq data, except for the calibrated MeRIP-seq analysis that was normalized to the sequenced *Drosophila* RNA reads (Supplemental Table S1). m^6^A peak intensity was calculated as log_2_(IP/Input), with peak intensity close to 0 or less than 0 indicating no m^6^A enrichment. m^6^A peaks were further classified as either peaks close to transcript start sites as determined by deep-sequenced nuclear CAGE libraries from E14 mESCs (GSE148382) (Wei et al. 2020), or peaks distal to TSS (intragenic and intergenic m6A peaks). Intragenic m^6^A peaks were further grouped into intronic peaks and exonic peaks. Peaks closer to TSSs may be potential m^6^Am peaks because the m^6^A antibody cannot distinguish m^6^A and m^6^Am.

### RNAmpp analysis

RNA metaprofile plot scripts were written for this study. Step1: isoform selection (RNAmpp_prep.sh). Gene annotations were downloaded from GENCODE or UCSC Genome Browser as GTF format. Representative isoforms for each gene can be chosen in three ways: (1) one isoform at random; (2) by the “MaxORF_LongestNcRNA” method, which for protein-coding genes chooses the transcript with the maximal open reading frame (ORF), or the longest transcript for lncRNAs or if multiples isoforms have equal maximum ORFs; or (3) the user-defined custom isoform. Step2: relative position calculation (RNAmpp_stat.sh). First, the single strand-specific single nucleotide position (Bed-format) called from m^6^A-seq (peak summits) or irCLIP-seq (CITS) is used as the input to find the intersecting gene in a strand-specific manner with intersectBed (-s) from BEDTools (Quinlan and Hall 2010), then the introns or exons of overlapping genes are iterated to calculate the relative position of the query site to the gene feature (for protein-coding genes, this is relative to the start position of the particular feature, i.e., 5′ UTRs, CDSs, 3′ UTRs, for lncRNAs relative to the TSS, and for introns relative to the 5′ splice site). Given that 5′ UTRs, CDSs, and 3′ UTRs have variable lengths in different genes, the average length for all 5′ UTRs (221.23 nt), CDSs (1638.32 nt), and 3′ UTRs (1252.16 nt) are calculated from GENCODE vM24 annotation. These calculations are used to determine the number of bins to use for each type of feature so that each bin is, on average, the same sequence length, allowing for direct comparison among different mRNA regions. For introns, each intron is split into 40 bins with equal size. Pie charts and metaprofiles are generated by R packages (R Core Team 2019). The dashed lines in metaprofiles denote the CDS start and CDS stop. Pie charts have two levels: level 1 shows exon, intron, and intergenic fractions, whereas level 2 further shows the protein coding fraction within exons and introns. RNAmpp, implemented in Python 3 and R (v3.6) (R Core Team 2019) with dependency, is publicly available in GitHub.

### Alternative splicing analysis

4sU-seq data sets were mapped to the mm10 genome by STAR (v2.5.2b) (Dobin et al. 2013) with the following key parameters: (‐‐*twopassMode Basic ‐‐outSAMstrandField intronMotif ‐‐outSAMattributes All ‐‐outFilterMultimapNmax 1 ‐‐outFilterMismatchNoverReadLmax 0.06 ‐‐alignEndsType EndToEnd*). For intron-centric differential splicing analysis, the LeafCutter package (v0.2.7) (Li et al. 2018) was used to quantify intron usage and identify differentially spliced intron clusters between two conditions (dTAG-13 treated and nontreated control, or wild type vs. *Mettl3* knockout). Only splice junctions supported by uniquely mapped reads were used. Our analysis followed the differential splicing documents from the package, except the split reads number for intron cluster. For the dTAG METTL3 experiment, at least 30 split reads (six replicates) are required but 25 for the published *Mettl3* knockout data sets (GSE86336 from Ke et al. 2017, GSE61997 from Geula et al. 2015). The splicing clusters were ranked, and three different thresholds were set to generate differential splicing levels (for the dTAG METTL3 experiment, q < 0.05, q < 0.2, p < 0.05 were chosen; for the *Mettl3* knockout data sets, q < 0.01, q < 0.05, p < 0.05 were chosen; here, q is the adjusted *P*-value), considering that the RNA spliced reads coverages are different. If the splicing cluster has one (or multiple) m^6^A peak(s) from any confidence group overlapped or within 500 bp distance, it was considered as a *cis*-m^6^A-regulated cluster, otherwise a “nom^6^A” cluster. Sashimi plots with deltaPSI were generated from the LeafCutter package (Li et al. 2018). Peak intensity from each m^6^A peak was calculated as above, and the average m^6^A peak number was calculated from each cluster. The splicing choice score for alternative 5′ splice sites was defined by splicing reads covering the short splicing junction (d5′SS) divided by the total splicing reads covering both splicing junctions in this intron.

Three splicing types are described in this study based on the intron-centric analysis from LeafCutter output, which is slightly different from the actual classification which has A5SS, A3SS, IR, ES, MXE, AFE, and ALE types. Here, we described three splicing types: SAS, ES, and pf_IR (Fig. 5). SAS (splicing alternative site) consists of two or more alternative splicing sites in the cluster that share either the start or the end coordinate. This type mostly covers the alternative 5′ splice site and alternative 3′ splice site (A5SS or A3SS), as well as alternative first or last exon (AFE or ALE) in some cases. ES is the same as the exon skipping model, where a cassette exon is either included or excluded in the spliced product. Partial or full intron retention refers to where the splicing junction partially or fully locates inside of any exon (could be the first or last exon), indicating that the partial or full intron is included in the splicing product. This splicing type analysis was only focused on the clusters showing significant splicing changes. To avoid batch effects, we did the comparisons for the same splicing types from the same experiment with and without m^6^A modifications in the alternative exon/intron part (Fig. 5). The distance between the 5′ splice site and m^6^A peak summit was calculated using BEDTools (Quinlan and Hall 2010) (*closestBed -a 5′-splice_site.bed -b m6A_peak_summit.bed -s -D a*).

## Data access

High-throughput sequencing data (ChrMeRIP-seq, RBM15 irCLIP, calibrated MeRIP-seq, and 4sU-seq) generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE154709. The UCSC Genome Browser view of the ChrMeRIP-seq, RBM15 irCLIP-seq, and CAGE-seq (GSE148382) can also be accessed (http://genome-euro.ucsc.edu/s/Guifeng/ChrMeRIP). Scripts (https://github.com/guifengwei/Nascent_m6A_Scripts) and RNAmpp analysis (https://github.com/guifengwei/RNAmpp) in this study can be found as Supplemental Code. The plasmids used for generation of METTL3-FKBP12^F36V^ have been deposited in Addgene under 165420 (pSpCas9_U6_sgRNA_Mettl3C) and 165421 (pTargeting_Mettl3C_FKBP-V).

## Supplementary Material

Supplemental Material

# Supplementary material for: Acute depletion of METTL3 implicates N6-methyladenosine in alternative intron/exon inclusion in the nascent transcriptome
**Source:** Genome Res. 2021 Aug;31(8):1395–408. doi: 10.1101/gr.271635.120
**Supplement:** Supplemental Material

Acute depletion of METTL3 implicates N6-methyladenosine in alternative intron/exon inclusion in the nascent transcriptome — Supplemental Material 

# Acute depletion of METTL3 implicates *N*6-methyladenosine in alternative intron/exon inclusion in the nascent transcriptome

## Supplemental Material

- Supplemental\_Data\_S1.zip
- Supplemental\_Data\_S2.zip
- Supplemental\_Data\_S3.zip
- Supplemental\_Code.tar.gz.zip
- Supplemental\_materials\_v11.1.pdf

How the deposited data were processed for this re-analysis (not part of the article)

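Nascent RNA from mouse embryonic stem cells with degradable METTL3 was profiled by 4sU-seq in 6 control libraries and 6 libraries treated with dTAG-13 for 3 h, 3 of each per clone. The authors aligned the reads to mm10 with STAR 2.5.2b, kept uniquely mapped reads, and ran LeafCutter on split reads, as their methods state. The deposited values, per cluster and per intron, come from the authors' comparison of the arms as groups, with both clones together. Adjusted p-values and p-values in the deposited table come from LeafCutter's likelihood ratio test per cluster, and the log likelihood ratio is deposited as a score. The authors' PSI is a fraction fitted once per intron and arm, the effect size of an intron is deposited on a natural log scale, and deltaPSI is deposited as the difference of both PSI values, a score between -1 and 1. The deposited p was checked against the chi-square tail of the likelihood ratio, and the deposited adjusted p against Benjamini-Hochberg adjustment, and both matched to within 1.4e-14. No value per library was used, so the depth of each library and the spread between replicates are unknown here, and no interval on a PSI is given. There were 0 columns of per-sample values that could not be mapped.

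Of 8706 listed clusters, 7263 were tested and 1443 were not, most of them for too few libraries with coverage. The clusters were sorted by the authors' own rule into Set1 (adjusted p under 0.05), Set2 (adjusted p under 0.2), Set3 (p of 0.05 or less) and Set4. Intron coordinates were placed on GRCm38 and are given 1-based. Strand was read from the splice motif, which gave the strand of the named gene in 6989 of 6989 clusters where both were known. Introns and exons were named from GENCODE vM21, while the authors used a later release, and 74.7% of the introns are annotated there.

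The m6A peaks are the authors' lists of intronic peaks of Confidence groups 1 and 2, 959 in all, which the authors called from ChrMeRIP-seq of another embryonic stem cell line. The lists of exonic peaks and of intronic peaks of Confidence group 3 were held in part and were left out, so no share here counts exonic m6A. A cluster counts as near a peak when a peak lies within 500 bp of its span. Following the authors' code, SAS clusters are those whose introns all share 1 splice site, ES clusters hold 3 introns around 1 exon, and pf_IR junctions overlap an annotated exon by at least 10 nt without covering it, the exon being longer than the overlap by more than 2 nt. For SAS and ES the reference form is the longest intron. For pf_IR each such junction enters with its own deltaPSI, whether or not it is the longest of its cluster. For SAS and ES, a cluster has m6A when an intronic peak lies in the alternative part.

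Shares were compared by two-sided Fisher's exact tests with 95% intervals of the odds ratio, and single shares have Wilson intervals, which cover counting error only. The deltaPSI of clusters with and without m6A was compared by permutation tests of ranks with 100000 permutations, one-sided as in the paper, with two-sided values beside them. Directions were tested by exact binomial or sign tests. Fisher's exact test, the permutation test of ranks for SAS clusters and the trend test were checked on simulated data, and the other tests were not. With sets of the real sizes and a simulated odds ratio of 10, the median odds ratio recovered was 9.71, 97.2% of 500 intervals held the simulated value, and 2.4% of tables with no association were called. A simulated shift of 0.1 in deltaPSI was called in 92% of 200 comparisons, and no shift in 4.5%. The trend test called 100 of 100 simulated trends, and 8% of 200 tables with no trend. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0 were used.

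The genes named in the text were fixed by a rule set before the data were examined. It takes the 11 genes the paper names for a splicing change, whose values in its figures had been seen, the 20 clusters with the lowest p, the 15 Set1 clusters with the largest absolute deltaPSI, members of 14 preset gene lists (321 genes) with a cluster in Set1 to Set3, and genes of the paper's list of differentially expressed genes with such a cluster. *Mettl3* is named as the target of the treatment. Other genes are named only as members of a small group given in full, or are said to have been chosen after their values were seen. The settings tried as alternatives were the distance to a peak, the Confidence groups, intergenic peaks, strand, the span of the cluster, 1 cluster per gene, the sets included, the unit counted, the adjustment of p and the statistic.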

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

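Of the 10 clusters with the lowest p in the authors' deposited table, 5 are in genes that the paper's text and figure labels do not name, and each has a deltaPSI that LeafCutter calls between the arms. *Rps7* ranks second. Its intron from 28633833 to 28634208 on chromosome 12, annotated as intron 4, has a deltaPSI of 0.244 in the authors' deposited table (adjusted p = 2.8e-09), and an unannotated intron from 28633293 to 28633767 has a PSI of 0.145 and then 0.000685. *Rbpj* has a deltaPSI of -0.509 in the authors' deposited table for the first intron of its longest annotated form, from 53555904 to 53627382 on chromosome 5 (adjusted p = 3.3e-06), while the first intron of another annotated form, from 53590725, has a deltaPSI of 0.234. *Gcnt2* has a deltaPSI of -0.197 in the authors' deposited table for the intron from 40888286 to 40953575 on chromosome 13 (adjusted p = 3.6e-05). *Hcfc1* has a deltaPSI of -0.118 in the authors' deposited table for the intron from 73949066 to 73949197 on the X chromosome (adjusted p = 5.7e-05). *Prr14l* has a deltaPSI of 0.267 in the authors' deposited table for the intron from 32835689 to 32854092 on chromosome 5 (adjusted p = 7.3e-05). An intronic m6A peak lies within 500 bp of *Gcnt2* only. Exonic m6A was not counted for the others, and whether reads from *Rps7* pseudogenes contribute was not tested.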

How the results depend on the processing

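Over 15 results, 70 alternative settings were run, 60 of them chosen before the data were examined and 10 after. Of these 70, 61 kept the direction and the side of the threshold or, for counts, stayed within 1.5 times of the main value. The excess of Set1 clusters near intronic m6A peaks did so under all 10 alternatives, with odds ratios from 8.53 to 31.2, the trend over the sets under all 6 (rho from -0.0866 to -0.106), and the deltaPSI difference of SAS clusters under all 11, where the difference of medians ranged from 0.00109 (all tested clusters) to 0.129 (Confidence group 1 alone) and the largest p was 0.0285. The number of Set1 clusters was 51, and 21 under Holm adjustment, by construction a stricter rule. The ES difference of medians turned from -0.0171 to 0.0172 with Confidence group 1 alone (3 clusters with a peak, one-sided permutation p = 0.240). The pf_IR difference of medians was 0.0141, rose to 0.109 with Set1 and Set2 alone (permutation p = 0.0281) and turned to -0.00791 with exons of protein-coding transcripts only (permutation p = 0.410), both chosen after seeing the data, and the cause was not tested. With Confidence group 1 alone, the upstream 5′ splice site rose in 100% of 8 clusters, where it was 72.7% of 11, and the median distance from it to the closest summit was 205.5 nt, where it was 186.5 nt. With 2-intron clusters alone, chosen after seeing the data, it stayed at 186.5 nt, and the exact sign test passed (6 of 6 clusters, p = 0.0312). These clusters were chosen for an intronic peak between the sites, so this pass follows largely from that choice and is not independent evidence. No gene list passed adjustment over 14 lists with clusters as the unit (0 lists, and 2 at an unadjusted p under 0.05 in Fisher's exact test), and 1, Polycomb and heterochromatin, did with genes as the unit, but 0 did when genes were shuffled within equal numbers of tested clusters, chosen after seeing the data. The odds ratio of the shared differentially expressed genes fell from 177 to 29.7 with genes called in either clone. The odds ratio of the list of nuclear RNA decay genes was 2.91, and 0 with Set1 and Set2 alone, where no member is left. No paired analysis was possible because the deposited values hold 1 comparison of both arms and no value per library, and for the same reason the fit with the replicate number as a block, leaving out each replicate in turn and other splits of the libraries were not run. Small groups limit the tests, with 20 SAS and 4 ES clusters that have intronic m6A, and the depth behind each PSI is unknown.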

Differences from the paper's values

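The share of clusters that include or neighbor m6A is 72.5% in Set1 and 19% in Set4 in the paper, and 25.5% and 2.13% here. The paper's methods take m6A peaks of any Confidence group and name no region, while the authors' code takes all peaks of Confidence groups 1 and 2. Only the intronic peaks of Confidence groups 1 and 2 were counted here. Exonic peaks are thus missing here under either rule, and group 3 under the stated rule. None of the alternatives set before the data were examined (distance to the peak, splice sites only, Confidence group 1 alone, intergenic peaks added, the same strand, 1 cluster per gene) brings either share within 1.5 times of the paper's. The number of clusters in each set matches Fig. 5B, at 51, 64, 382 and 6766.

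The paper counts 50 SAS events with m6A, 33 with alternative 5′ splice sites, and 25 of these with the upstream site repressed in the presence of METTL3. The counts here are 20, 11 and 8, again over intronic peaks alone, and no alternative set before the data were examined (Set1 and Set2 only, Confidence group 1 alone, peaks within 500 bp of the cluster, 2-intron clusters only) comes within 1.5 times of them. The share with alternative 5′ splice sites is 66% from the paper's counts and 55% here, and the share of these with the upstream site up is 75.8% and 72.7%. The median distance from the upstream 5′ splice site to the closest summit is about 120 nt in Fig. 6C, read by eye, and 186.5 nt here, and from the downstream site about -110 nt in Fig. 6D, read by eye, and -169.5 nt here. Summits of Confidence group 1 alone (205.5 nt and -169.5 nt) and added intergenic summits (186.5 nt and -169.5 nt) do not bring the downstream value within 1.5 times of the paper's, or the upstream one. With the 6 clusters of 2 introns alone, chosen after seeing the values, the medians are 186.5 nt and -129.5 nt, the latter within 1.5 times.

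The paper states that the reference forms of ES events rose relative to events without m6A. Over intronic peaks the median deltaPSI of ES is -0.00417 with a peak and 0.0130 without one (one-sided permutation test, p = 0.568), over 4 clusters with a peak of which 2 hold an unannotated span of 5768 nt or 3554 nt in place of an annotated exon, and it is 0.0172 higher with a peak only when Confidence group 1 is used alone. The alternative part of an ES cluster is the exon itself, and exonic peaks were left out. Events with m6A in that exon can therefore count here as without a peak, so this ES comparison does not decide the paper's statement. The paper gives pf_IR among the types with the clearest rise, and here its one-sided permutation p is 0.152, and under settings chosen after seeing the values it is 0.0281 with Set1 and Set2 alone, and 0.410 with exons of protein-coding transcripts only, where the difference of medians turns to -0.00791. For SAS the direction is that of the paper (p = 8.0e-04). The paper relates the share of alternative 5′ splice sites to m6A near 5′ splice sites, and here the share is 55% with an intronic peak and 53.1% without one (Fisher's exact test, p = 1). Clusters without an intronic peak can still carry exonic m6A, and only 20 SAS clusters have an intronic peak, so this comparison does not decide the paper's point.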

Other observations

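*Hnrnpl*, *Hnrnpll* and *Thrap3* each included more of an exon annotated for decay. A test over the class of such exons, which holds few members, did not pass (below). *Hnrnpl* and *Hnrnpll* encode related splicing regulators, and *Thrap3*, named after its values were seen, encodes a protein of splicing and transcription complexes. In the authors' deposited table the intron that skips the exon has a PSI of 0.725 and then 0.484 in *Hnrnpl* (70 nt exon from 28817335 on chromosome 7), 0.796 and then 0.539 in *Hnrnpll* (83 nt exon from 80044940 on chromosome 17), and 0.842 and then 0.708 in *Thrap3* (193 nt exon from 126173137 on chromosome 4). GENCODE vM21 places these 3 exons in transcripts annotated for nonsense-mediated decay and in no protein-coding transcript. *Hnrnpk* moved between other forms, with a skipping PSI of 0.0272 and then 0.119 for a coding exon of 44 nt in the authors' deposited table, at an adjusted p of 0.157. In *Btbd7* an unannotated exon of 61 nt gained, its skipping PSI being 0.822 and then 0.562 in the authors' deposited table. In *Cyth2*, a gene of membrane traffic, skipping of a 3 nt exon has a PSI of 0.423 and then 0.122 in the authors' deposited table.

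Nuclear RNA decay genes had 7 of 40 tested clusters in Set3 and none in Set1 or Set2, among them those of the exosome genes *Exosc7* and *Exosc9* and of *Xrn2* and *Rbm7* (Fisher's exact test, p = 0.0174, and 0.122 over 14 lists). Of other preset lists, Polycomb and heterochromatin genes had 9 of 83 clusters in Set1 to Set3 (p = 0.182), with *Suv39h2* in Set2, pluripotency genes 5 of 63 (p = 0.619), with *Sall4* in Set1, cleavage and polyadenylation genes 2 of 33 (p = 1), *Pcf11* and *Cstf2*, other RNA methyltransferase genes 2 of 13 (p = 0.222), mismatch repair genes 1 of 19 (p = 1), *Pms2*, and iron and F-box genes 2 of 13 (p = 0.222), *Fbxl5* and *Fbxw7*, all by Fisher's exact test. Of 24 feeder fibroblast markers, 2 had a tested cluster, and 1, *Fn1*, was in Set3 (largest absolute deltaPSI 0.0105 in the authors' deposited table). On the Y chromosome 12 clusters were tested, all between 90718021 and 90810914 near its pseudoautosomal end, and 0 clusters were named for 4 male-specific genes. In this female line 2 of the 12 are in Set3, SAS clusters with no gene name and no intronic peak, with a deltaPSI of the longest intron of 0.625 and 0.279 in the authors' deposited table, and where their reads come from was not tested. They enter the SAS clusters without a peak, and leaving out the Y chromosome, a setting chosen after the data were seen, gives a difference of medians of 0.104 (one-sided permutation p = 5.3e-04). The lists were fixed before the data were examined, but some hold genes whose values the paper's figures show, among them *Sall4*, *Suv39h2*, *Pms2* and *Fbxl5*. With genes as the unit, the Polycomb and heterochromatin list alone passed (9 of 28 genes in Set1 to Set3, odds ratio 3.79, Fisher's exact test, p = 0.00257, and 0.0359 over 14 lists). Its genes have a mean of 2.96 tested clusters, where all genes have 1.73, and it did not pass when genes were shuffled within equal numbers of tested clusters (5.02 genes by shuffling, two-sided permutation p = 0.0863, and 0.403 over 14 lists), a test chosen after the result was seen.

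The tests in the rest of this part were fixed before the result was seen for cluster length, gene level, chance and the shift of all SAS clusters, and were chosen afterwards for decay exons, the shared genes and the SAS clusters of Set1. The excess of Set1 clusters near intronic m6A is not accounted for by cluster length, since the odds ratio is 11.7 (95% interval 5.94 to 23.1) with the log10 span and the number of introns as covariates. That highly expressed genes give both more calls and more peaks was not measured directly, and as the whole cause it was set against shuffles within genes. Within 11 genes that hold both kinds of cluster, 10 Set1 clusters near a peak were seen where shuffling within genes gives 3.77 (one-sided permutation p = 1.1e-04). Chance gives 327 to 400 clusters with a p of 0.05 or less, and 497 were seen. These values show that Set1 clusters and intronic peaks lie together. A local effect of m6A on splicing in the same gene is a hypothesis for part of Set1 that they do not test. What stays open is that the peaks come from another cell line and that exonic m6A was not counted.

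The rise of the longest intron in SAS clusters with an intronic peak was set against a general shift to long introns. Over Set1 to Set3 the median deltaPSI of SAS clusters without a peak is -0.00263, and 126 of 258 rose, so no general shift is seen over these sets as a whole. Of their 497 clusters of all types, 382 are in Set3, and 363.15 with a p of 0.05 or less are expected by chance. A shift among real changes can therefore be hidden, and the test cannot exclude it. The groups also differ in make-up, as 5 of 20 clusters with a peak and 19 of 258 without one are in Set1. They were not matched for the length of the alternative part, and whether that length contributes was not tested. Within Set1 alone, 15 of 19 SAS clusters without an intronic peak also rose (exact binomial p = 0.0192), and their median of 0.131 is not told from the 0.144 of the 5 with a peak (two-sided permutation p = 0.731). In Set1 a shift that does not need intronic m6A may therefore contribute, and exonic m6A in these clusters was not counted.

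Whether exons of decay transcripts gain inclusion as a class was tested as a hypothesis. The 9 such exons of Set1 to Set3 have a median skipping deltaPSI of -0.0389, and 102 other annotated cassette exons one of 0.0123 (two-sided permutation p = 0.317), with 5 of 9 down. No difference passed over the class. The 3 exons in Set1 are those of *Hnrnpl*, *Hnrnpll* and *Thrap3*, and the others are in Set3, where many calls can be chance. With so few exons the test cannot tell whether the class gains inclusion. The 4 that go the other way are *Cipc*, *Rbm7*, *Senp1* and *Rsrc2*, with 0.13, 0.0691, 0.0476 and 0.0382 in the authors' deposited table.

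Of the 23 genes that the paper's Supplemental Data S2 lists as differentially expressed in both clones, 6 have a tested cluster, and 4 of these, *Btbd7*, *Tor1aip2*, *Wdr20* and *Ythdc1*, are in Set1, against 47 of 4267 other genes (odds ratio 177, 95% interval 24.7 to 2003, Fisher's exact test, p = 2.7e-07). The odds ratio is 77.3 with Set1 and Set2 in place of Set1, and 29.7 for genes called in either clone, where 4 of 16 are in Set1. That list was made from the same libraries and is not independent evidence. It does not follow from the number of clusters per gene, since shuffling genes with equal numbers of tested clusters gives 0.0683 shared genes on average (one-sided permutation p = 1.0e-05, the smallest that 100000 shuffles can give). *Wdr20* and *Btbd7* are among its genes that fell and *Tor1aip2* and *Ythdc1* among those that rose in the paper's values, and no link between the form spliced and the RNA level was tested. *Btbd7* and *Wdr20* have no intronic peak within 500 bp, but the paper's list marks both as carrying m6A, as it does all 6 genes with a tested cluster.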
